# Modulation of the Endomembrane System by the Anticancer Natural Product Superstolide/ZJ-101

**DOI:** 10.3390/ijms24119575

**Published:** 2023-05-31

**Authors:** Phillip R. Sanchez, Sarah A. Head, Shan Qian, Haibo Qiu, Avishek Roy, Zhendong Jin, Wei Zheng, Jun O. Liu

**Keywords:** natural product, superstolide, glycomics, transcriptomics, phenotypic analysis, 3D spheroid

## Abstract

Marine natural products represent a unique source for clinically relevant drugs due to their vast molecular and mechanistic diversity. ZJ-101 is a structurally simplified analog of the marine natural product superstolide A, isolated from the New Caledonian sea sponge *Neosiphonia Superstes*. The mechanistic activity of the superstolides has until recently remained a mystery. Here, we have identified potent antiproliferative and antiadhesive effects of ZJ-101 on cancer cell lines. Furthermore, through dose–response transcriptomics, we found unique dysregulation of the endomembrane system by ZJ-101 including a selective inhibition of O-glycosylation via lectin and glycomics analysis. We applied this mechanism to a triple-negative breast cancer spheroid model and identified a potential for the reversal of 3D-induced chemoresistance, suggesting a potential for ZJ-101 as a synergistic therapeutic agent.

## 1. Introduction

*Neosiphonia Superstes* is a species of marine sponge localized to the region of New Caledonia in the South Pacific [1]. Originally identified during the 1874 voyage of the HMS Challenger expedition, the sponge was resurrected in the early 1990s when D’auria et al. isolated novel macrolides they termed superstolides A and B, which were subsequently shown to display anticancer activity [2,3,4]. The unprecedented chemical structures of this group of marine natural products suggest they might have a unique cellular target(s) and a novel mechanism of action. However, the scarcity of natural products seriously hampered the biological investigation. In 2013, a truncated superstolide A was designed and synthesized (named ZJ-101) that maintains the potent anticancer activity of the original natural product, thereby solving the supply problem of superstolide A, albeit indirectly [5]. Subsequently, several analogs were produced with enhanced potency in the single-digit nanomolar range. However, the mechanism of action of ZJ-101 and other analogs has remained unknown.

Employing several phenotypic assays in cancer cell lines, we identified novel activities and phenotypes associated with ZJ-101 that have revealed a unique mechanism of action. Notably, an anti-adhesive effect was identified, which was approximately 30-fold more potent than the previously described anti-proliferative effect. Cell cycle and growth rate analysis revealed a strong cytostatic effect. Transcriptomic and lectin stain imaging analyses further converged on a dysregulation of glycosylation within the endomembrane system. Through this analysis, we identified a selectivity for dysregulation of *O*-linked glycosylation, which primarily occurs within the Golgi apparatus. The disruption of glycosylation by ZJ-101 leads to pleiotropic effects on proliferation and adhesion, which synergize with etoposide in a 3D spheroid combination model. Taken together, these findings implicate a unique mechanism of action for the family of superstolides and other related analogs [3,4,5,6].

## 2. Results

### 2.1. ZJ-101 Is Cytostatic

The anti-adhesive effects of ZJ-101 (chemical structure shown in Figure 1A) were first observed using light microscopy. One micromole ZJ-101 overnight treatment of HEK293T cells causes a dramatic effect on morphology, with cells rounding and dislodging from the culture surface (Figure 1B). Although this effect is observed in every cell line tested at similar time points, HEK293T cells provide the clearest example of this morphological change due to their naturally spread appearance in 2D culture (Figure 1B). Treated MDA-MB-231 cells exhibiting the same morphological changes were harvested, and cell cycle analysis via propidium iodide staining was performed. No statistically meaningful differences between negative control and ZJ-101 treated cells were observed either at 24 or 48 h of sustained treatment; taxol, utilized as a positive control, caused a G2-phase arrest as expected (Figure 1C).

To determine the extent to which ZJ-101 induced cell death, we used the growth rate normalized inhibition metrics assay (GR assay) [7]. The GR assay counts populations of live and dead cells using separate live-cell imaging dyes. We found that ZJ-101 acted in a purely cytostatic manner, consistent with a GR value greater than 0, with ZJ-101 achieving a GR of 0.5 at the highest dose after a 72 h treatment in MDA-MB-231 cells (Figure 1D). The EC_50_ of 29–96 nM as measured by the GR assay is nearly identical to that of traditional viability dyes such as resazurin (Figure S1A). Two known cytotoxic compounds, triptolide and flavopiridol, were utilized as controls and found to pass below the GR value of 0, indicating cytotoxicity. Additionally, the GR assay was used to evaluate the effect of ZJ-101 on isogenic p53 and p21 knockout HCT-116 cells (Figure S1B). p53^−/−^ HCT-116 shared nearly identical GR and EC_50_ values for ZJ-101 with wild-type HCT-116. However, double knockout cells for p21 potentiated the anti-proliferative effect of ZJ-101, resulting in a lower GR value of 0.08 at the highest dose. Despite the observed enhanced suppression of cell growth, the EC_50_ for p21^−/−^ cells is between 115 and 197 nM, compared to the WT values of 29–96 nM.

### 2.2. ZJ-101 Is a Potent Inhibitor of Cell–Cell Adhesion

To discern the effects of cell–surface vs. cell–cell adhesion, we performed a three-day 3D spheroid formation assay. We selected MDA-MB-231 cells for this assay due to their widely reported ability to form tight 3D spheroids in culture [8]. In this assay, cells are seeded at a density of 2 × 10^3^ cells/well in 96-well ultra-low attachment (ULA) plates.

Cells will transition from monolayers at the bottom of each well into 3D spheroids over a period of 72 h, as noted in the negative control (Figure 2A). To measure the compactness of cells into spheroids, termed spheroidicity, we utilize the overall diameter of cellular distribution within the well. Concurrent treatment with ZJ-101 following cell seeding had a dose-dependent effect on spheroid formation at concentrations of up to 5 μM (Figure 2B). Measuring the overall diameter of the spheroid, relative to a negative control, we determined the EC_50_ for spheroid formation inhibition was between 0.69 and 1.16 nM (Figure 2B). We further assessed the ability of ZJ-101 to affect cell–cell contacts already established in 3D spheroids. Using pre-formed spheroids, grown for 72 h prior to drug addition, we observed an equally strong disruption of cell–cell adhesion. At concentrations above 20 nM, ZJ-101 was able to fully dissolve spheroids over 72 h, leaving individual cells to settle at the bottom of the well (Figure 2C). A rapid disassembly of spheroids can be seen even after the first 24 h of treatment (Figure 2C). Quantitation of spheroidicity at 72 h after addition results in an EC_50_ for spheroid disassembly between 2.37 and 12.05 nM. The discrepancy between approximate EC_50′_s for spheroid formation versus disassembly is 4 nM. Both effects, however, remain an order of magnitude smaller than the cytostatic effect observed in the GR assay (Figure 1D).

### 2.3. Transcriptome Analysis Identifies a Dysregulation of the Endomembrane System

Transcriptome analysis has recently become a powerful method to discern drug mechanisms of action. We performed two sets of analyses with four logs of ZJ-101 dose (0.5, 5.0, 50.0, and 500 nM) each. This dose range provides the broadest context for the previously observed phenotypes. To identify differentially expressed genes before cellular morphology is typically affected by ZJ-101, we used a 6 h time point for 2D-cultured MDA-MB-231 cells. Additionally, we performed a 24 h time treatment in pre-formed 3D MDA-MB-231 spheroids to identify genes with altered expression following cell–cell adhesion loss. 

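RNA of MDA-MB-231 cells, a human breast cancer cell line, was sequenced after 6 h in 2D culture with DMSO vehicle or with 0.5, 5, 50 or 500 nM ZJ-101, with 3 biological replicates in each of the 5 groups. The paper gives one DMEM formulation for its cell culture, and the sample labels give another for these dishes, so the medium is left open here. The authors selected poly-A RNA, aligned paired reads to hg38 with HISAT2, counted reads per gene with htseq-count and divided the counts of each of the 15 libraries by a DESeq2 size factor. These normalized counts cover 59608 genes listed by symbol. Dividing each library by its smallest step gave whole reads for 100.0% of the values within a tolerance of 0.001, and size factors recomputed from these reads differed from those of the authors by a relative 7.21e-11 at most. The recovered reads on genes ranged from 12415519 to 15284762 per library. They numbered 13262548 to 14099280 in DMSO (median 13370952), 13080286 to 13856980 at 0.5 nM (median 13605345) and 13225890 to 15284762 at 5 nM (median 14867796). At 50 nM they numbered 12415519 to 12623863 (median 12521415), and at 500 nM 13288165 to 15204938 (median 13320354). The 10 genes with the most reads took between 4.84% and 5.36% of a library. The test covered the 13561 genes with a mean of at least 10 normalized counts over the 15 libraries. Values were analysed as log2(normalized count + 1) with limma, with all groups in 1 fit, Benjamini-Hochberg adjustment and a threshold of 0.05, and fold changes are on this scale, which understates the change of genes with few reads. In simulated data of the same design, the test recovered 93.4% of the changed genes at 500 nM and 6.12% of its calls were false. The simulated changes were at least 1 on the log2 scale at that dose. In the data, the genes past the threshold at 500 nM had a median absolute log2 fold change of 0.34. The recovery of such smaller changes was not simulated. Gene positions are those of GENCODE release 44 on GRCh38, which held 93.79% of the tested genes under the same symbol.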

As previously observed in the spheroid disassembly assay (Figure 2C), this 24 h treatment results in moderate adhesion loss, which increases with dose. Both sets of transcriptome data shared dose-dependent effects on genes within the endomembrane system (GO:0012505), endoplasmic reticulum (GO:0005783), and cell adhesion (GO:0007155), as determined by GO term enrichment analysis via g:Profiler (Figure 3A,B) [9].

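Against DMSO, 159 genes passed the threshold at 0.5 nM (34 up and 125 down), 295 at 5 nM (63 up and 232 down), 814 at 50 nM (311 up and 503 down) and 2409 at 500 nM (1043 up and 1366 down). Genes with an absolute log2 fold change of at least 1 among these numbered 6, 7, 34 and 119, which of all alternatives moved the counts most. The 3 libraries of a dose and the 3 DMSO libraries did not overlap for 18.1%, 23.2%, 24.8% and 38.5% of the tested genes, where chance gives 10%. The counts at the lower doses moved strongly when 1 library was left out. Leaving a library out of a compared group also lowers the power by construction. At 0.5 nM, 19, 25 and 39 genes passed without DMSO replicate 1, 2 or 3, 84 passed without 0.5 nM replicate 1 and 388 without 0.5 nM replicate 3. At 5 nM, 113, 131 and 147 genes passed without DMSO replicate 1, 2 or 3, 137 and 121 without 5 nM replicate 1 or 2, and 623 without 0.5 nM replicate 2, which enters through the shared estimate of the spread. Without that library, 1277 genes passed at 50 nM. At 500 nM, leaving out 1 library gave between 1796 and 3098 genes.
A slope on the rank of the dose passed the threshold for 2381 genes (1116 up and 1265 down, limma with Benjamini-Hochberg adjustment), and 2017 of these were also differentially expressed at 500 nM, all in the direction of the slope. Between neighboring doses, 16 genes differed from 0.5 to 5 nM, 679 from 5 to 50 nM and 309 from 50 to 500 nM. Of the genes past the threshold at both 50 and 500 nM, 765 of 766 changed in the same direction. All doses shared the DMSO libraries, which by itself correlates their fold changes. Across genes, which are not independent replicates, the fold changes at 50 and 500 nM had a Pearson r of 0.70, and those at 0.5 and 500 nM an r of 0.41, where simulated groups with no change gave 0.50. The simulation gave all libraries of a gene the same spread. In the data 0.5 nM replicate 2 stood apart from its group, so the 0.41 does not show that these doses shared no effect. The GO terms were not tested here. In their place stand 16 lists of genes written from general knowledge after the paper had been read, of which 9 passed at 500 nM by camera, a test of a list against the other genes that assumes a preset correlation between genes of 0.01. With the correlation estimated from the data 5 of the lists passed, namely heat-shock genes, UPR target genes of the ER, galactosyltransferases, O-glycosylation and coat proteins with cargo receptors. With fry, which tests each list on its own, 15 passed. From the enrichment of GO terms in both culture formats, the paper states that the effects on endomembrane, endoplasmic reticulum and cell adhesion genes depend on the dose.

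**Figure D1:**
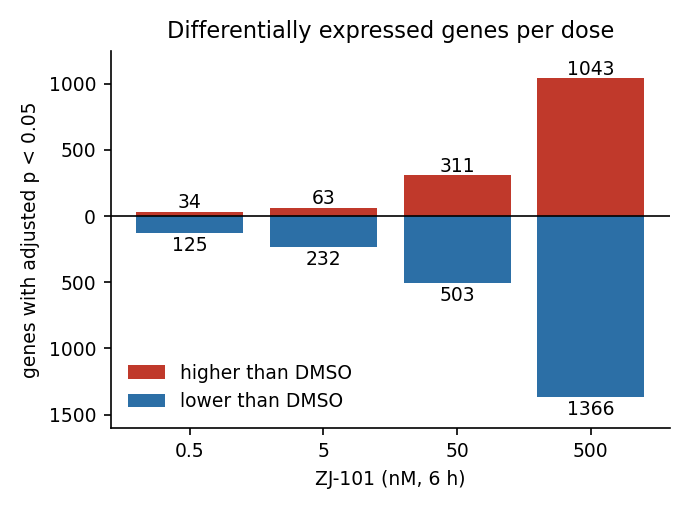
Number of genes past the threshold against DMSO (vertical axis) at each dose of ZJ-101 in nM (horizontal axis), with genes higher than DMSO above 0 and genes lower than DMSO below. The bars for lower genes are longer than those for higher genes at each of the 4 doses.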

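In 2D culture, the 5 genes ATP6V0A1, GPRC5A, SLC3A2, EPHA2 and HSP90AA1 ranked 15, 13, 1, 12 and 5 by p among all genes that rose at 500 nM. SLC3A2 (chromosome 11, 62856004 to 62888880) rose from 2478 ± 118 normalized counts (SD, n = 3) in DMSO to 10470 ± 238 (SD, n = 3) at 500 nM, a log2 fold change of 2.08 (standard error 0.07, adjusted p = 1.8e-13, limma with Benjamini-Hochberg adjustment). At 50 nM SLC3A2 had the smallest p of all genes, with a log2 fold change of 1.94. It did not change detectably between 50 and 500 nM (adjusted p = 0.37, limma). GPRC5A (chromosome 12, 12891559 to 12917937) had 4153 ± 126 normalized counts (SD, n = 3) in DMSO and 7402 ± 351 (SD, n = 3) at 500 nM, a log2 fold change of 0.83 (standard error 0.05, adjusted p = 2.1e-09, limma). EPHA2 (chromosome 1, 16124337 to 16156069) went from 9873 ± 232 to 14840 ± 470 normalized counts (SD, n = 3 each), a log2 fold change of 0.59 (standard error 0.04, adjusted p = 2.1e-09, limma). All 3 of these genes were higher in each 500 nM library than in every DMSO library, and none passed the threshold at 0.5 nM. At 5 nM, SLC3A2 alone of the 3 passed it, at 0.65 (adjusted p = 2.8e-05, limma). Among genes past the threshold whose 500 nM libraries did not overlap those of DMSO, HSPA6, PSMB3, SLC3A2, HSPH1 and EIF4A1 had the largest rise, with log2 fold changes of 2.83, 2.18, 2.08, 1.45 and 1.35. PSMB3 has 1 near-identical copy on an alternate contig, spread between 191 and 734 normalized counts at 500 nM and no longer passed without 500 nM replicate 1 (adjusted p = 0.077). EIF4A1 shares 47.4% of its exon bases with another gene and has 3 near-identical pseudogenes. HSPA6, with a mean of 4.61 normalized counts in DMSO, is near-identical to HSPA7 and received no adjusted p from DESeq2. Among the largest falls of such genes were those of TXNDC5, OLFML2A, ID4 and NFE2L3, at -2.58, -2.24, -1.95 and -1.89. TXNDC5 shares 61.1% of its exon bases with another gene and NFE2L3 28.1%, and NFE2L3 also has 1 near-identical pseudogene.

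**Figure D2:**
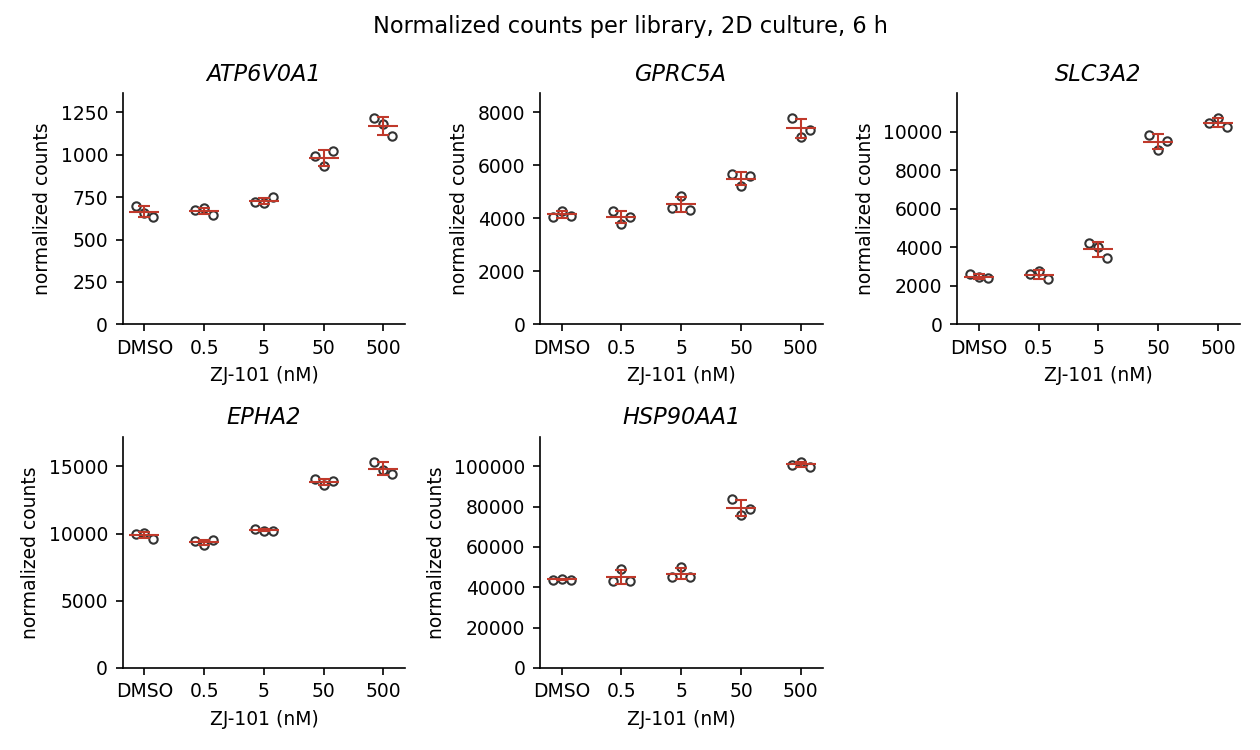
Normalized counts (vertical axes) of ATP6V0A1, GPRC5A, SLC3A2, EPHA2 and HSP90AA1 by dose of ZJ-101 in nM (horizontal axes). Circles are single libraries, horizontal lines means and bars SD, with n = 3 per dose. In each panel, the 500 nM libraries lie above the DMSO libraries.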

The most significantly upregulated genes shared between both sets of data were ATP6V0A1, GPRC5A, SLC3A2, EPHA2, and HSP90AA1 (Figure 3C,D) [10]. Notably, ATP6V0A1, which encodes a V-type ATPase involved in endosome pH regulation, is significantly upregulated by ZJ-101 treatment. 

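ATP6V0A1 (chromosome 17, 42458844 to 42522582) had 664 ± 32.1 normalized counts (SD, n = 3) in DMSO, 728 ± 17.2 (SD, n = 3) at 5 nM, 981 ± 45.1 (SD, n = 3) at 50 nM and 1168 ± 54.2 (SD, n = 3) at 500 nM. Its log2 fold change was 0.81 at 500 nM (standard error 0.05, adjusted p = 2.9e-09, limma with Benjamini-Hochberg adjustment) and 0.56 at 50 nM (adjusted p = 1.1e-06, limma). At 0.5 and 5 nM it did not pass the threshold (adjusted p = 0.98 and 0.28, limma). The rise from 50 to 500 nM passed it as well (adjusted p = 0.017, limma). The rise was not shared by the V-type ATPase genes as a group. Of 19 tested genes that encode V-type ATPase subunits or accessory proteins, 3 rose (ATP6V0A1, ATP6V0A2 and TCIRG1) and 2 fell (ATP6AP1 and ATP6AP2) at 500 nM, with the same numbers adjusted over the list alone. The list's median log2 fold change was -0.01 and its mean 0.12, so the median and the test, which pointed up, differ in sign, and the list did not pass (adjusted p = 0.18, limma camera). Under fry it passed (adjusted p = 0.035). TCIRG1, at 0.33, no longer passed without DMSO replicate 2 or 500 nM replicate 2 (adjusted p of 0.070 at most). ATP6AP2, at -0.19, no longer passed without DMSO replicate 1 or 2 or 500 nM replicate 1 (adjusted p of 0.083 at most).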

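In 2D culture, HSP90AA1 (chromosome 14, 102080742 to 102139699) rose from 43960 ± 277 normalized counts (SD, n = 3) in DMSO to 79420 ± 4075 (SD, n = 3) at 50 nM and 100900 ± 1290 (SD, n = 3) at 500 nM. Its log2 fold change was 1.20 at 500 nM (standard error 0.06, adjusted p = 5.5e-11, limma with Benjamini-Hochberg adjustment). At 0.5 and 5 nM the log2 fold changes of 0.03 and 0.08 did not pass the threshold. HSP90AA1 has 1 near-identical pseudogene. DNAJB9 (chromosome 7, 108569867 to 108574850) had 338 ± 19.8 normalized counts (SD, n = 3) in DMSO and 253 ± 28.0 (SD, n = 3) at 500 nM. It was lower in each 500 nM library than in every DMSO library, with a log2 fold change of -0.42 (standard error 0.08, adjusted p = 0.0013, limma). At 0.5, 5 and 50 nM its log2 fold changes were -0.06, 0.05 and -0.05, and none of these passed the threshold (adjusted p = 0.83, 0.85 and 0.84, limma). Of 36 tested Hsp40 genes (DNAJA, DNAJB and DNAJC), 5 rose and 5 fell at 500 nM, and adjusted over the list alone 6 rose and 5 fell. Among the members past the threshold, DNAJB1, DNAJA1 and DNAJB4 had the largest rise, with log2 fold changes of 1.21, 0.71 and 0.46, and DNAJC3, DNAJB11 and DNAJB9 the largest fall, at -1.10, -0.43 and -0.42. The list's median was 0.01 and its mean -0.003, so the mean and the test, which pointed up, differ in sign, and the list did not pass (adjusted p = 0.43, limma camera). Under fry it passed (adjusted p = 0.0042). The mean includes DNAJA3 at -1.23 (adjusted p = 0.24, limma). DNAJA3 has 1 near-identical copy on an alternate contig and spread between 47.3 and 345.7 normalized counts at 50 nM.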

Cellular chaperones such as HSP90AA1 and various Hsp40 family members like DNAJB9 are likewise upregulated in both cellular contexts (Figure 3C,D). At 500 nM, the highest concentration assessed, an upregulation of heat-shock responsive genes was observed within the 6 h time point for the 2D cultured cells (Figure S3A). 

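Of 25 tested heat-shock genes, 24 rose and 0 fell at 500 nM (limma with Benjamini-Hochberg adjustment), and adjusted over the list alone 24 rose and 1 fell. At an unadjusted p under 0.05, 24 rose and 1 fell, with edgeR 24 rose and 0 fell, and with DESeq2 22 rose and 0 fell. The list's median log2 fold change was 0.62 (adjusted p = 8.0e-35, limma camera). It passed under each of 28 alternatives, and the largest adjusted p, 0.0012, came with the correlation between genes estimated from the data. The rise began below the highest dose. At 0.5 nM 0 members passed the threshold with limma, edgeR or DESeq2 (4 rose and 1 fell at an unadjusted p under 0.05) and the list did not pass (adjusted p = 0.078), at 5 nM 2 members rose and the median was 0.07 (adjusted p = 2.5e-04), and at 50 nM 22 members rose and the median was 0.41 (adjusted p = 9.8e-42, all limma camera). At 5 nM the list did not pass with the correlation estimated from the data (adjusted p = 0.25) or under fry (adjusted p = 0.058). HSPA8, HSPH1 and DNAJB1 had some of the smallest p, ranking 3, 4 and 2 among all genes that rose at 500 nM. HSPA8 had 30830 ± 1800 normalized counts (SD, n = 3) in DMSO and 72680 ± 839 (SD, n = 3) at 500 nM, a log2 fold change of 1.24 (adjusted p = 1.9e-11, limma), and shares 15.1% of its exon bases with another gene. HSPH1 had 3142 ± 145 and 8574 ± 242 normalized counts (SD, n = 3 each). DNAJB1 had 2982 ± 106 and 6905 ± 271 (SD, n = 3 each). The inducible HSP70 genes HSPA1A and HSPA1B and the related HSPA1L each have 4 near-identical copies on alternate contigs. They averaged 0.9, 0.21 and 0.0 normalized counts, below the filter, so no statement on them is possible.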

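The list of UPR target genes of the ER held 39 tested genes, chaperones, folding enzymes and degradation factors of that compartment among them. At 500 nM in 2D culture, 28 of them fell and 5 rose (limma with Benjamini-Hochberg adjustment), with the same numbers adjusted over the list alone. The median log2 fold change was -0.40 (adjusted p = 1.6e-16, limma camera). The list was lower at each dose, with medians of -0.06, -0.10 and -0.16 at 0.5, 5 and 50 nM (adjusted p = 6.2e-04, 6.6e-14 and 2.2e-14, limma camera). With the correlation between genes estimated from the data, it did not pass at 0.5 nM (adjusted p = 0.29) and passed at 5 and 50 nM (adjusted p = 0.0062 and 0.0015). It passed under each of 28 alternatives at 500 nM. HSPA5 (chromosome 9, 125234853 to 125241382), which encodes the ER chaperone BiP, had 14140 ± 313 normalized counts (SD, n = 3) in DMSO, 10190 ± 495 (SD, n = 3) at 50 nM and 5439 ± 190 (SD, n = 3) at 500 nM. Its log2 fold change of -1.38 at 500 nM (standard error 0.04, adjusted p = 1.5e-13, limma) had one of the 3 smallest p of all genes, with NFE2L3 and CKAP4, which encodes a membrane protein of the ER. HSPA5 has 1 near-identical pseudogene. DNAJC3 had 1352 ± 38.8 normalized counts (SD, n = 3) in DMSO and 630 ± 8.90 (SD, n = 3) at 500 nM, and was among the 3 genes with the smallest p at 5 nM, where its log2 fold change was -0.72 (adjusted p = 1.1e-05, limma). SEC62, ERN1 and SYVN1 rose, by 0.34, 0.31 and 0.29. Another list, of 32 target genes of ATF4, did not pass at 500 nM (median 0.02, adjusted p = 0.21, limma camera), with 6 genes up and 4 down, and 6 up and 4 down adjusted over the list alone. With edgeR or DESeq2 on the recovered reads, and under fry, the ATF4 list passed upward (adjusted p = 0.029, 0.013 and 0.0027), and over all its alternatives the adjusted p ranged from 0.0027 to 0.45.

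**Figure D3:**
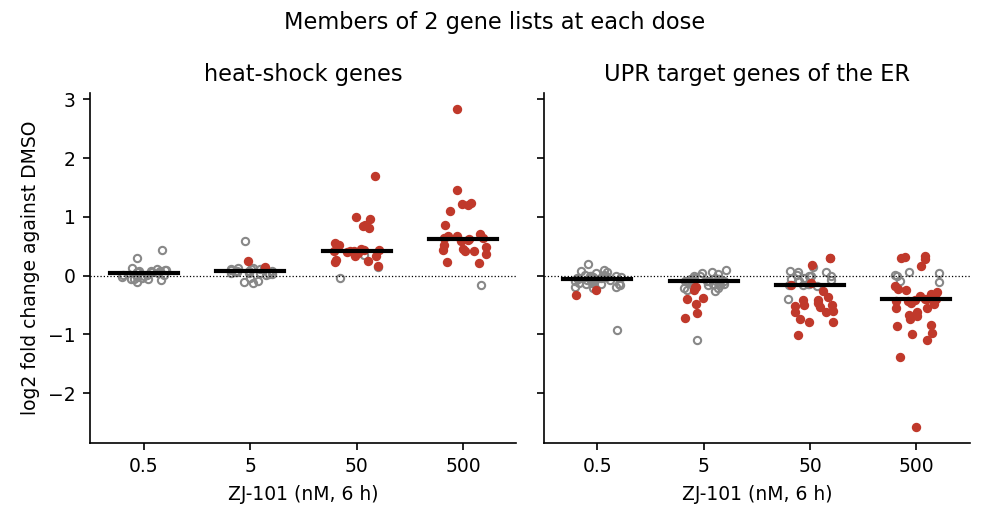
Log2 fold change against DMSO (vertical axis) of each member of the heat-shock list and of the list of UPR target genes of the ER, by dose of ZJ-101 in nM (horizontal axis). Each circle is a gene, filled where it passed the threshold, and horizontal bars are medians. The medians lie above 0 for heat-shock genes and below 0 for UPR target genes at each of the 4 doses.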

Unfolded protein response (UPR)-related target genes are simultaneously suppressed (Figure S3B).

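Of 49 tested genes of the extracellular matrix, 28 fell and 3 rose at 500 nM in 2D culture (limma with Benjamini-Hochberg adjustment), and adjusted over the list alone 28 fell and 5 rose. Their median log2 fold change was -0.39 (adjusted p = 6.4e-11, limma camera). With the correlation between genes estimated from the data, the list did not pass (adjusted p = 0.082, within a range of 7.6e-22 to 0.082 over its alternatives). At 0.5, 5 and 50 nM the medians were -0.06, -0.01 and -0.11 (adjusted p = 0.011, 0.69 and 1.7e-04, limma camera), and with the estimated correlation the list passed at none of these doses (adjusted p = 0.48, 0.92 and 0.30). LAMC1, a laminin chain, fell from 8373 ± 194 to 3642 ± 358 normalized counts (SD, n = 3 each), a log2 fold change of -1.21 (adjusted p = 4.4e-08, limma), and FBN1, which encodes fibrillin, had a log2 fold change of -1.24. LAMB3, FBLN1 and COL27A1 rose, by 0.41, 0.33 and 0.28. FBLN1 no longer passed without DMSO replicate 1, 2 or 3 or 500 nM replicate 1 or 2, where its adjusted p reached 0.082 at most, nor with DESeq2 (adjusted p = 0.083). COL27A1 no longer passed without DMSO replicate 1 or 2, 0.5 nM replicate 1, 5 nM replicate 2, 50 nM replicate 1 or 2 or 500 nM replicate 1, 2 or 3, where its adjusted p reached 0.20 at most, nor with edgeR, DESeq2 or no filter on low genes (adjusted p = 0.0501, 0.10 and 0.081). With DESeq2, 26 genes of the list fell and 1 rose.
Cell-cell adhesion molecules changed in both directions. Of 30 tested genes (cadherins, nectins, claudins, ICAMs and others), 10 fell and 5 rose at 500 nM, and adjusted over the list alone 11 fell and 6 rose. The list did not pass (median -0.07, adjusted p = 0.12, limma camera). It passed downward with edgeR or DESeq2 on the recovered reads and under fry (adjusted p = 0.024, 0.012 and 0.0042), within a range of 0.0042 to 0.45 over its alternatives. CDH11, a cadherin, fell from 1594 ± 116 to 631 ± 28.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.33 (adjusted p = 6.7e-10, limma), while CLDN1 and CLDN4 rose by 0.67 and 0.49.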

Broadly, genes involved in cell adhesion and extracellular matrix organization are downregulated by ZJ-101 treatment (Figure 3C,D). These include the integrin ITGA5, integrin ligand ICAM1, Von Willibrand factor A (VWA1), and collagen type V alpha 1 (COL5A1). 

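In 2D culture, ITGA5 (chromosome 12, 54395261 to 54419266) had 2847 ± 66.1 normalized counts (SD, n = 3) in DMSO, 1764 ± 78.5 (SD, n = 3) at 50 nM and 1376 ± 53.7 (SD, n = 3) at 500 nM. Its log2 fold change was -1.05 at 500 nM (standard error 0.06, adjusted p = 1.6e-10, limma with Benjamini-Hochberg adjustment), with no detectable change at 0.5 and 5 nM. ICAM1 (chromosome 19, 10271093 to 10286615) fell from 877 ± 73.8 to 246 ± 21.7 normalized counts (SD, n = 3 each), a log2 fold change of -1.83 (standard error 0.10, adjusted p = 4.8e-10, limma), and 25.4% of its exon bases are shared with another gene. At 0.5 nM its log2 fold change was -0.55 (adjusted p = 0.014, limma), and at 5 nM it was -0.37 and did not pass the threshold (adjusted p = 0.073, limma). VWA1 (chromosome 1, 1434861 to 1442882) fell from 1031 ± 43.2 to 373 ± 46.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.11, adjusted p = 8.1e-09, limma). COL5A1 (chromosome 9, 134641803 to 134844843) fell from 2838 ± 42.0 to 1362 ± 30.4 normalized counts (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.07, adjusted p = 2.1e-09, limma). All 4 genes kept their direction and passed the threshold at 500 nM under each of 26 alternatives, leaving out each library among them.

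**Figure D4:**
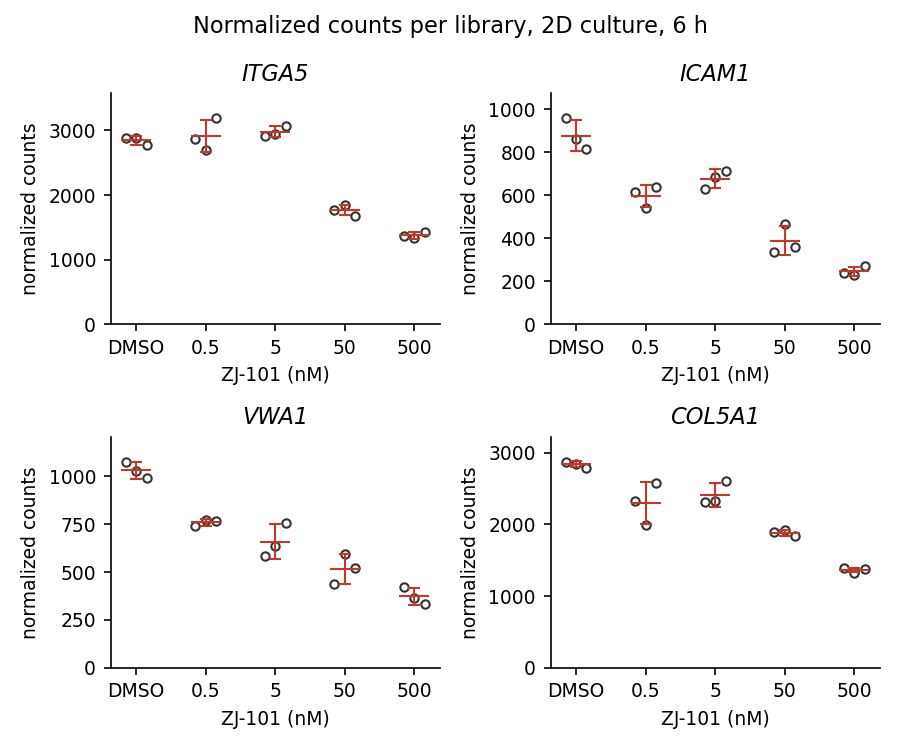
Normalized counts (vertical axes) of ITGA5, ICAM1, VWA1 and COL5A1 by dose of ZJ-101 in nM (horizontal axes). Circles are single libraries, horizontal lines means and bars SD, with n = 3 per dose. In each panel the 50 and 500 nM libraries lie below the DMSO libraries.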

Genes involved in protein glycosylation found in the Golgi apparatus, such as B4GALT1 and GALNT1, were also suppressed (Figure 3C,D).

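B4GALT1 (chromosome 9, 33104082 to 33167356) had 2698 ± 81.5 normalized counts (SD, n = 3) in DMSO, 2338 ± 71.1 (SD, n = 3) at 5 nM, 1525 ± 34.0 (SD, n = 3) at 50 nM and 1480 ± 47.4 (SD, n = 3) at 500 nM in 2D culture. Its log2 fold change was -0.87 at 500 nM (standard error 0.05, adjusted p = 6.5e-10, limma with Benjamini-Hochberg adjustment), and 50 and 500 nM did not differ detectably (adjusted p = 0.78, limma). GALNT1 (chromosome 18, 35581117 to 35711834) fell from 1521 ± 25.6 to 988 ± 27.8 normalized counts (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.05, adjusted p = 2.1e-08, limma). Of 22 tested genes of O-glycosylation, 8 fell and 0 rose at 500 nM, and adjusted over the list alone 10 fell and 0 rose. At an unadjusted p under 0.05, 12 fell and 0 rose, with edgeR 8 fell and 0 rose, and with DESeq2 9 fell and 0 rose. The list's median was -0.19 (adjusted p = 6.2e-06, limma camera), and with the correlation estimated from the data it still passed (adjusted p = 0.021). Genes of N-glycosylation changed in both directions. Of 45 tested, 13 fell and 7 rose, and adjusted over the list alone 13 fell and 8 rose, with a median of -0.07 (adjusted p = 0.17, limma camera). The N-glycosylation list passed downward with no filter on low genes (adjusted p = 0.040) and under fry (adjusted p = 2.0e-04), within a range of 2.0e-04 to 0.33 over its alternatives. Among its members past the threshold, MOGS, MAN1A1 and MGAT1 had the largest falls, at -1.01, -0.74 and -0.49, and ALG1, DOLK and ALG2 the largest rises, at 0.48, 0.47 and 0.42.

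**Figure D5:**
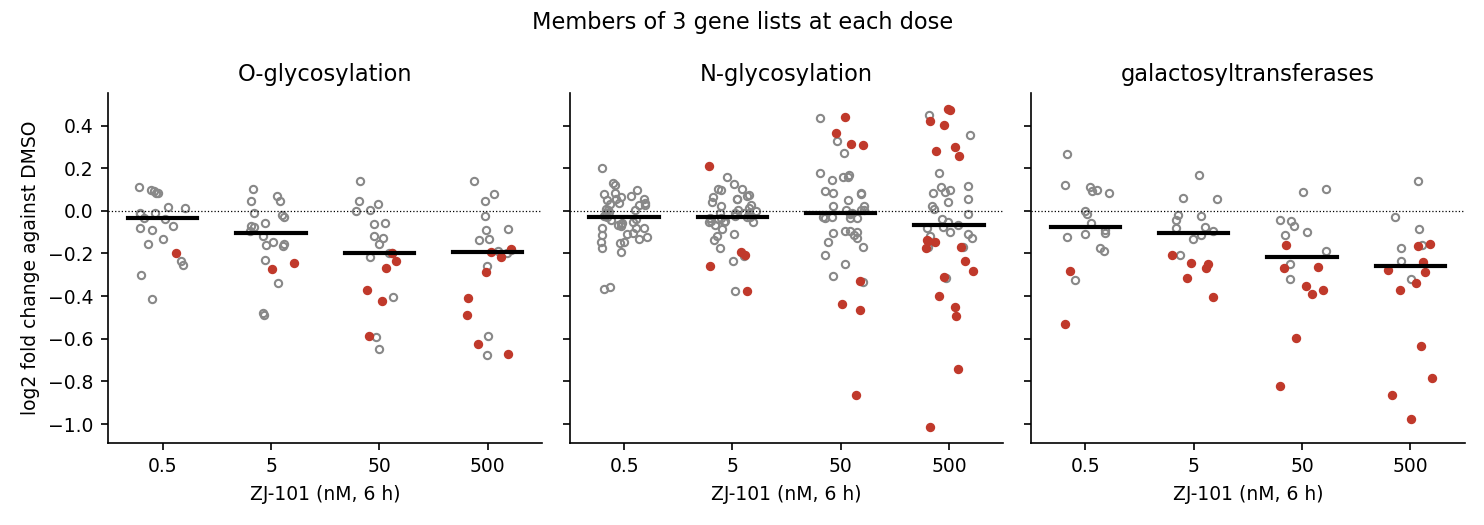
Log2 fold change against DMSO (vertical axis) of each member of the lists of O-glycosylation, N-glycosylation and galactosyltransferase genes, by dose of ZJ-101 in nM (horizontal axis). Each circle is a gene, filled where it passed the threshold, and horizontal bars are medians. Members of the N-glycosylation list passed the threshold on both sides of 0 at 5, 50 and 500 nM.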

### 2.4. Golgi Function Is Dysregulated by ZJ-101 

Following transcriptome analysis, our focus narrowed to the endomembrane system, consisting of the ER, Golgi, and general secretory vesicles. We first performed immunostaining of the *cis*-Golgi marker GM130 in fixed HeLa cells to observe changes in Golgi morphology at short time points. In HeLa cells, GM130 assumes a compact perinuclear position, providing a simple marker for alterations in morphology. To minimize changes to overall cellular morphology from the cytotoxic positive control, Brefeldin A (BFA), a four-hour time point was chosen. As seen in Figure 4A, four hours of treatment with BFA drastically alters Golgi morphology by redistributing GM130 to the endoplasmic reticulum, while ZJ-101 at a dose of 1 μM does not (Figure S2A). Washout of BFA after pre-treatment with ZJ-101 also does not alter the ability of GM130 to recover its original morphology (Figure S2B). To interrogate Golgi function, we utilized the fluorescent conjugate of the lectin *Helix Pomatia* Agglutinin (HPA), which selectively binds O-GalNAc residues localized to the Golgi [11,12]. HPA lectin staining was dose-dependently suppressed by ZJ-101 following four hours of treatment in HeLa cells, with the EC_50_ for this effect being approximately 67 nM (Figure 4B). Other lectins, concanavalin A (ConA) and wheat germ agglutinin (WGA), which bind selectively to N-glycans, were unaffected by the treatment (Figure 4B).

Glycomics analysis was performed on both *N*- and *O*-glycans purified from cells treated with 500 nM ZJ-101 for 6 h. Generally, both *N*- and *O*-glycans decreased in relative abundance upon treatment with ZJ-101 (Figure 4C). Several high-molecular-weight *N*-glycans, containing complex polysialylated LacNAc chains, were increased (Table 1). Notable *O*-glycans that were increased include Core-2 *O*-glycans and Disalyl T-Antigen (Table 1).

Glycan incorporation was assessed using an image-based bioorthogonal click-chemistry assay. Azido-modified GlcNAc, GalNAc, and ManNAc, as well as alkynyl-modified Fucose, were added to the media during the 6 h treatment with increasing doses of ZJ-101. Significant decreases in GalNAz and fucose alkyne were observed at 500 nM treatment, with reductions of 12.8% and 25.5% for each, respectively (Figure 4D). No significant changes were observed for GlcNAz incorporation. ManNAz incorporation increased marginally by approximately 12% (Figure 4D).

### 2.5. ZJ-101 Modulates the Endolysosome

We found no disruption of Golgi structure by ZJ-101 treatment, as judged by GM130 staining (Figure 4A), and no dysregulation of endosome pH using lysotracker dye (Figure 5). We utilized multiple controls for the lysotracker assay to compare ZJ-101 with known modulators of the endomembrane system. Neither Kifunensine, an inhibitor of *N*-glycosylation, nor Brefeldin A, a disruptor of Golgi structure and function, decreased lysosome spot intensity relative to the negative control (Figure 5B) [13,14]. Bafilomycin A1, an inhibitor of V-ATPases found on endosomes, potently decreases lysotracker spot intensity, indicating increased endosome pH (Figure 5B) [15]. Although ZJ-101 does not affect lysosome staining intensity, the average lysosome puncta area is significantly (*p* = 0.02) decreased (Figure 5C) and is shared by brefeldin A and kifunensine treatments. Despite the decreased puncta size, the percentage of total area that lysosomes occupy in the cell was not changed by ZJ-101, indicating possible enhanced endolysosomal fission events (Figure 5D).

### 2.6. ZJ-101 Reverses Etoposide Resistance in 3D Spheroid Model

Resistance to common chemotherapeutics can arise from several factors, including cell–cell adhesion and cell–matrix interactions. To assess the potential for reversal of 3D-induced chemoresistance, we tested ZJ-101 in combination with etoposide in MDA-MB-231 spheroids. Using a modified spheroid disassembly assay incorporating the cellular dyes calcein AM, Hoechst 33342, and ethidium homodimer (EthD), we are able to evaluate the effect of ZJ-101 on cell adhesion and proliferation. Similar to the GR assay, EthD allows for the determination of cytotoxicity. Using an 8 × 8 matrix, 63 combinations of ZJ-101 and etoposide are assessed (Figure 6A). Etoposide was found to be synergistic with ZJ-101 for the induction of cell death, as stained by ethidium homodimer (Figure 6A,B). Synergy was assessed using the SynergyFinder web app (https://synergyfinder.fimm.fi/ (accessed on 19 November 2020)) which calculates a ZIP synergy score for 8 × 8 combination matrices [16]. Etoposide synergizes with ZJ-101 with an average δ-score for concentrations above 10 μM between 40 and 50, indicating 40–50% excess synergy with ZJ-101 over etoposide alone (Figure 6D).

## 3. Discussion

Our group has identified several key phenotypes that suggest a distinct mechanism of action for the compound ZJ-101 by acting through the endomembrane system. We first identified the clear ability of ZJ-101 to cause cell rounding and dislodging from a growth substrate within a few hours. Cellular adhesion occurs in primarily two modalities: cell–cell and cell–substrate adhesion. To determine if ZJ-101 had preferential activity for either of these, we assessed its activity in a 3D spheroid model. To our amazement, extremely low doses of ZJ-101 could halt the formation of spheroids. At approximately 1 nM of the compound, we observed a halt in the progression of standard spheroid formation in the triple-negative breast cancer cell line MDA-MB-231. The disparity in EC_50s_ for the antiproliferative effect previously established versus anti-adhesion in the spheroid model was approximately 30-fold. This unexpected enhancement in potency against the spheroid model challenged our previous assumptions about the molecule.

We utilized the growth rate normalized metric assay (GR assay) to minimize variation between experiments and dependence on cell growth rates. A major benefit of this assay is its ability to discern cytostatic versus cytotoxic effects by comparing cell viability to cellular proliferation. Since all cell types have their own intrinsic growth rate kinetics, we can accurately compare responses to drugs between cell types by normalizing them to this rate. Using this live/dead cell image-based assay, we were able to determine that the effect of ZJ-101 on cancer cells is entirely cytostatic. In GR metrics, cytotoxic compounds are identified by their ability to deplete cell populations below initial seeding densities, denoted by a GR value less than 0. At a GR value greater than 0 but less than 1, cellular proliferation is suppressed in a cytostatic manner. ZJ-101 suppresses cellular growth with a GR value of 0.5 at the highest concentration of 1 μM using the calcein-AM/ethidium homodimer dye staining assay. We obtained the same EC_50_ value (30–90 nM) for ZJ-101 using GR metrics as we previously determined using resazurin-based viability assays (Figure S1A). These results confirmed that one of ZJ-101′s primary novel phenotypes is cytostatic suppression of cellular proliferation.

Cytostasis is often a temporary cellular state induced by exogenous signals or chemicals that suppress cell division. Senescence, a physiological state of non-dividing cells that can be induced by oxidative stress or DNA damage, has all the hallmarks of cellular cytostasis. A key characteristic of senescence is a sharp increase in G1-phase cell populations. Because of the lack of change in any population (G1, S, or G2) during prolonged treatment with ZJ-101, cellular senescence could potentially be ruled out as a mechanism for the cytostatic activity. At time points of up to 48 h, MDA-MB-231 cells remained dislodged from their substrate under the sustained treatment of ZJ-101, further underscoring the distinct lack of any sub-G1 populations. Typically, cells will undergo apoptosis following sustained senescence or cell adhesion loss, a unique form of apoptosis termed anoikis [17]. To further explore senescence using GR metrics, we tested isogenic cell lines of HCT-116 containing knockouts of p21 and p53, key senescence potentiators [18]. We found no reversal of anti-proliferative activity under treatment with ZJ-101 in these knockout lines. Instead, p21 knockout potentiates the effect of ZJ-101′s suppression of cell proliferation. This result runs counter to an activation of senescence by ZJ-101, given that p21 expression is protective against cytostasis. Although the outcome of ZJ-101 treatment results in the halting of cellular proliferation, more work is required to determine the specific pathway(s) leading to this long-term cytostatic suppression.

To identify cellular pathways regulated by ZJ-101, transcriptome sequencing was undertaken across four doses in two contexts: before 2D adhesion loss at 6 h, and after adhesion loss at 24 h in 3D spheroids (Figure S4). Gene Ontology (GO) analysis identified increasing significance for the endoplasmic reticulum (GO:005783), cell adhesion (GO:007155), and the endomembrane system (GO:0012505) as the dose of ZJ-101 increases. 

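GO annotation was not used here, and 16 lists of genes stand in for the GO terms. As in the paper, the 200 genes with the smallest p at each dose in 2D culture were taken. At 0.5 nM, 159 of these 200 genes passed the threshold. Lists were tested for over-representation among the 200 with a one-sided Fisher's exact test against all other tested genes, with Benjamini-Hochberg adjustment over the lists. Of the lists, 4 were over-represented at 0.5 nM, 6 at 5 nM, 8 at 50 nM and 8 at 500 nM. The alternative that moved these numbers most was the 100 genes with the smallest p in place of 200, which gave 1 list at 5 nM. At 0.5 nM, 2 lists were over-represented without 0.5 nM replicate 1. UPR target genes of the ER numbered 3, 8, 13 and 10 among the 200 from the lowest to the highest dose (adjusted p = 0.063, 1.3e-06, 4.9e-14 and 9.1e-10). Genes of the extracellular matrix numbered 8, 2, 7 and 14 (adjusted p = 8.4e-06, 0.29, 3.7e-05 and 5.0e-14), and cell-cell adhesion molecules 4, 3, 4 and 3 (adjusted p = 0.0050, 0.031, 0.0037 and 0.019). Coat proteins and cargo receptors of the early secretory pathway numbered 1, 1, 4 and 5 (adjusted p = 0.78, 0.64, 0.0058 and 0.0010). Heat-shock genes numbered 0 at 0.5 and at 5 nM, 13 at 50 nM and 16 at 500 nM (adjusted p = 7.5e-17 and 7.9e-23 at 50 and 500 nM). Of the 200 genes, 155, 157, 149 and 155 were lower than in DMSO. MAL2, ACSL3 and IL1B had the smallest p at 0.5 nM, ARSK, MAL2 and DNAJC3 at 5 nM, SLC3A2, CHPF and ID1 at 50 nM, and NFE2L3, HSPA5 and CKAP4 at 500 nM.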

Notably, endomembrane system genes represent the highest differentially expressed genes by significance between 2D and 3D culture formats. Genes related to the endoplasmic reticulum follow a paradoxical response to ZJ-101 treatment. Despite a general upregulation of heat-shock genes such as HSP90AA1, unfolded protein response (UPR) target genes were suppressed at 6 h. UPR-related genes remained suppressed at the 24 h time point as well, indicating a context-independent downregulation of ER-stress-responsive genes. Likewise, cell adhesion and extracellular matrix (ECM) genes were suppressed. Among these, several integrins, such as ITGA5, ITGAV, and ITGB5, were downregulated. These integrins are primarily responsible for cell–ECM adhesion and cannot solely explain the dual inhibition of cell–substrate and cell–cell adhesion caused by ZJ-101. 

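ITGB5 (chromosome 3, 124761948 to 124901418) fell from 2755 ± 41.6 normalized counts (SD, n = 3) in DMSO to 1869 ± 155 (SD, n = 3) at 50 nM and 1522 ± 30.7 (SD, n = 3) at 500 nM in 2D culture, with a log2 fold change of -0.86 at 500 nM (standard error 0.06, adjusted p = 2.6e-09, limma with Benjamini-Hochberg adjustment). ITGAV (chromosome 2, 186590010 to 186680901) changed less. It had 2461 ± 101.4 normalized counts (SD, n = 3) in DMSO and 1944 ± 82.8 (SD, n = 3) at 500 nM, a log2 fold change of -0.34 (standard error 0.07, adjusted p = 0.0017, limma). At 0.5, 5 and 50 nM its log2 fold changes were -0.15, -0.26 and -0.19, and none passed the threshold (adjusted p = 0.33, 0.059 and 0.12, limma). Each 500 nM library was below every DMSO library for both genes. Of 16 tested integrin genes, 9 fell and 1 rose at 500 nM, with the same numbers adjusted over the list alone, and the median log2 fold change was -0.30 (adjusted p = 1.1e-04, limma camera). With the correlation between genes estimated from the data, the list did not pass (adjusted p = 0.21, within a range of 2.1e-08 to 0.21 over its alternatives). ITGA6 fell by 0.99 on the log2 scale, and ITGB3, which shares 33.2% of its exon bases with another gene, fell by 0.93. The 1 gene that rose was ITGA3, by 0.14. ITGA3 no longer passed when any of 10 single libraries was left out, namely DMSO replicates 1, 2 and 3, 0.5 nM replicate 1, 5 nM replicates 1, 2 and 3, 50 nM replicate 3 and 500 nM replicates 1 and 2, where its adjusted p reached 0.14 at most, nor with no filter on low genes (adjusted p = 0.11).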

Due to this unique transcriptional response, we reasoned that the stress caused by ZJ-101 may localize to a source within the wider endomembrane system, such as the Golgi and endosomes.

Genes involved in endosome homeostasis, such as ATP6V0A1, were significantly dysregulated by ZJ-101. V-type ATPases, such as ATP6V0A1, regulate endosome and vesicle pH. We compared ZJ-101 to the well-known inhibitor of V-type ATPases, Bafilomycin A1, through lysotracker staining, which fluoresces in the acidic compartments of endosomes and lysosomes. As observed in Figure 5B, bafilomycin A1 potently decreases lysotracker staining intensity relative to control, while ZJ-101 does not. Additionally, ZJ-101 treatment decreases endolysosome size in a similar manner to brefeldin A and kifunensine. Brefeldin A’s unique mechanism of redistributing the Golgi membrane to the ER through uncompetitive inhibition of the Arf1 GDP exchange cycle poses the most curious parallel for ZJ-101′s potential mechanism of action [19]. Although ZJ-101 does not redistribute GM130 as BFA does, they both likely enhance endolysosomal fission events, leading to the decreased puncta size observed after treatment. It is possible that ZJ-101 inhibits a target in opposition to the BFA mechanism, preserving the Golgi structurally but resulting in similar outcomes. Kifunensine also affects endolysosomal size, though it acts through inhibition of the ER mannosidase I enzyme. By inhibiting N-glycan trimming in the ER, protein sorting through the ER-associated degradation (ERAD) pathway is increased, leading to a loss of successful traversal of cargo through the secretory pathway [20].

We initially identified a dysregulation of glycosylation localized to the Golgi apparatus through lectin staining assays. Lectin staining determined a selectivity for decreasing N-acetyl-galactosamine (GalNAc) residues, which are typically added to substrates by GalNAc transferases within the Golgi [21]. Despite no clear structural alteration to the Golgi itself, GalNAc accumulation was suppressed at short time points by ZJ-101. Glycomics analysis confirmed a general downregulation of *O*- and *N*-glycan-bearing proteins (Figure S5), with several exceptions. Poly-sialylated high-molecular-weight N-glycans, bearing N-acetyl-lactosamine (LacNAc), were upregulated to a relatively high degree. These glycans are produced by the enzyme βGALT4 in the *trans*-Golgi, which indicates this region remains active during ZJ-101 treatment [22]. This result is counter to that of the transcriptomic signature, where transcripts of B4GALT1 and other galactosyltransferases are found to be suppressed by ZJ-101. It is possible this downregulation is caused by a feedback loop from these LacNAc residues accumulating in the *trans*-Golgi. 

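Of 18 tested galactosyltransferase and N-acetylgalactosaminyltransferase genes, 11 fell and 0 rose at 500 nM in 2D culture (limma with Benjamini-Hochberg adjustment), and adjusted over the list alone 12 fell and 0 rose. At an unadjusted p under 0.05, 14 fell and 0 rose, with edgeR 11 fell and 0 rose, and with DESeq2 9 fell and 0 rose. Of the 18, 17 had a negative log2 fold change. The median was -0.26 (adjusted p = 7.5e-09, limma camera), against -0.07, -0.10 and -0.22 at 0.5, 5 and 50 nM (adjusted p = 0.072, 6.1e-05 and 1.4e-08, limma camera). The list passed at 500 nM under each of 28 alternatives. Besides B4GALT1, the largest falls were those of B4GALNT3, at -0.98 (standard error 0.10, adjusted p = 6.9e-07, limma), and COLGALT2, at -0.78 (standard error 0.10, adjusted p = 1.2e-05, limma). B4GALT4, added for the enzyme that the paper discusses and chosen after its values were seen, had a log2 fold change of -0.16 that did not pass (adjusted p = 0.36, limma). This list and the O-glycosylation list share 1 tested gene, C1GALT1.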

Additional poly-sialylated O-glycan residues, such as the sialyl-Tn antigen, known to be processed by ST6GalNAc, were also found to be upregulated (Table 1), indicating that sialyl-transferase activity in the Golgi also remained. Despite the global decrease in N-glycan abundance, lectin staining of both high-mannose and N-acetyl-glucosamine (GlcNAc) residues was unchanged by ZJ-101 treatment. This discrepancy may stem from the long half-lives of proteins bearing these residues, which may not yet have turned over. It’s likely that new proteins exiting the Golgi, or held within the trans-Golgi network, bear the more complex LacNAc residues identified in the glycomics analysis. A similar accrual of poly-sialylated N-glycans in the trans-Golgi was recently observed by Kitano et al. following Rab11 knockdown, which may provide a possible explanation for ZJ-101′s effect [23]. Further inquiry is required to determine whether glycosyltransferase localization at the Golgi is affected by ZJ-101.

We performed a high-content 3D-spheroid drug combination synergy assay using a modified spheroid disassembly assay. Our objective was to identify whether the anti-adhesive effect of ZJ-101 could reverse a common mechanism of drug resistance mediated by tight cellular adhesion [24,25]. In a 2D context, etoposide treatment induces high BRCA1 expression in MDA-MB-231 cells, making them naturally resistant to etoposide’s mechanism of action [26]. For MDA-MB-231 spheroids in particular, ECM interactions further limit drug accessibility, providing a key context to assess 3D-induced chemoresistance to topoisomerase II inhibitors [27]. Broad suppression of extracellular matrix and cell adhesion gene transcripts by ZJ-101 lends further support to a possible reversal of chemoresistance mediated by such factors. Our combination synergy assay utilizes the zero interaction potency (ZIP) synergy score, which evaluates individual drug combination pairs relative to their separate dose–response curves [28]. ZIP synergy normalizes drug response to assume a “zero interaction” or minimal shift in dose–response between combination pairs. Etoposide synergizes with ZJ-101 with an average δ score of 10.5 across all combination pairs, indicating positive synergy. δ-scores describe the excess percentage at which combination pairs are synergistic or antagonistic. For etoposide, the average δ-score for concentrations above 10 μM is between 40 and 50, indicating 40–50% excess synergy with ZJ-101 over etoposide alone.

In conclusion, we have identified several unique phenotypes produced by treatment with the marine natural product-derived compound, ZJ-101. We discovered a strongly cytostatic and antiadhesive phenotype at single-digit nanomolar concentrations, which is unique and unprecedented. Through transcriptomic analysis, we identified dysregulation of the endomembrane system, which was later confirmed by lectin staining and glycomics analysis. Our work has established a potential synergistic mechanism for the reversal of chemoresistance mediated by 3D cell adhesion. Other mechanisms of multidrug resistance mediated by endolysosomal trafficking provide a future direction for compounds such as ZJ-101, which dysregulate glycosylation [29]. Recent screens for regulators of cellular glycosylation have indicated potential use against SARS-CoV-2 viral entry, offering another potential path for further ZJ-101 investigation [30].

## 4. Materials and Methods

### 4.1. Cell Culture

Cells were cultured in DMEM media (Gibco Cat # 11885, Billings, MT, USA) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin.

### 4.2. Cell Cycle Analysis

Cell cycle analysis was performed using propidium iodide staining of fixed MDA-MB-231 cells treated with ZJ-101. Briefly, a 70% confluent 10 cm dish of MDA-MB-231 was collected via trypsinization and washed with 1× PBS. Pelleted cells were fixed by the dropwise addition of 2 mL of ice-cold 75% EtOH. Fixed cells were washed again with PBS and stained with 1 mg/mL propidium iodide solution prior to FACS analysis.

### 4.3. Growth-Rate Inhibition Metric Analysis

Control populations of MDA-MB-231 cells were prepared for growth rate normalization at seeding densities of 50, 200, 500, and 1000 cells per well in a 384-well flat bottom plate (Corning Inc., Corning, NY, USA). Following compound treatment, cells were stained with 1 μM Calcein AM (for live cells), 20 μg/mL Hoechst 33342 (for nucleus), and 1 μM ethidium homodimer (a cell membrane impermeable dye for dead cells) for 15 min at 37 °C prior to imaging. Imaging was performed using the 4× objective on the ImageXpress Micro (Molecular Devices, San Jose, CA, USA) with image-based focusing. Collected images were assessed using the live/dead program in MetaXpress (version 6.1), and data were organized and entered into grcalculator.org, where growth rate normalized inhibition calculations were performed for each compound tested.

### 4.4. 3D Spheroid Assays

Three-dimensional spheroid formation was assessed using Corning ultra-low attachment (ULA) plates. MDA-MB-231 cells were seeded in ULA plates at a density of 2 × 10^3^ cells/well (96-well) or 5 × 10^2^ cells/well (384-well) in DMEM media supplemented with 10% FBS and centrifuged for 5 min at 400× *g*. Cells were then left undisturbed in a 37 °C, 5% CO_2_ incubator for 72 h to form spheroids. ZJ-101 was added at the indicated concentrations and incubated for a further 72 h. Pretreatment of ZJ-101 was also performed with basic light images taken every 24 h for up to 72 h. Spheroidicity was determined based on the overall diameter normalized to an untreated control using ImageJ (version 1.52r).

The 3D spheroid combination assay was performed as a spheroid disassembly assay requiring 72 h of pre-formed spheroids prior to a further 72 h of drug addition. ZJ-101 and etoposide were arranged with 1:3 dilutions in an 8 × 8 matrix format at the indicated concentrations. Fluorescent images were acquired after staining using the same protocol and instrumentation outlined in the GR assay. Laser-based focusing was utilized to obtain clear spheroid images from the bottom of each well. Ten z-stack images were taken and combined into a single maximum-intensity image. Images were processed with the live/dead program in MetaExpress.

### 4.5. Cell Staining and Imaging

Basic light microscopy was performed on HEK293T cells cultured in 6-well TC-treated plates (Greiner #657160, Kremsmünster, Austria) by capturing images through the 20X objective of a Zeiss Axiovert 25 (Carl Zeiss Microscopy, White Plains NY, USA) with a 12.2 megapixel camera. For MDA-MB-231 spheroid light microscopy, the same protocol was used with a 10X objective.

For all staining assays, HeLa cells were cultured on 96-well CellView TC-treated microplates (Greiner #655891, Kremsmünster, Austria). Cells were washed with cold PBS prior to fixation with 4% PFA for 10 min at RT. After fixation, cells were washed twice with PBS and permeabilized with 0.1% Triton-X for 10 min at RT. Cells were again washed twice with PBS and blocked with cell staining buffer for 30 min. Antibodies for GM130 (Cell Signaling #12480, Danvers, MA, USA) were added at 1:1000 in staining buffer for 1 h at RT. After three washes with PBS, secondary anti-rabbit AlexaFluor-488, or AlexaFluor-647 (ThermoFisher, Waltham, MA, USA) were added along with the indicated fluorescent lectin conjugates (HPA-647, WGA-488, and PNA-555 from ThermoFisher) at 1:1000 dilution for 1 h RT. Cells were again washed and stained with 1:10^4^ Hoechst 33,342 for 3 min prior to imaging with an OperaPhenix (PerkinElmer, Waltham, MA, USA). Images were uploaded to the Columbus Analyzer (version 2.9.1.699) and processed for high-content analysis.

For the live cell lysotracker assay, HeLa cells were cultured as above during treatment with the specified compounds. Cells were loaded with DMEM media containing 100 nM Lysotracker Deep Red for 30 min at 37 °C. After lysotracker staining, media was exchanged for Live Cell Imaging Solution (Invitrogen #A14291DJ, Waltham, MA, USA) containing 1:10^4^ Hoechst 33342 for nuclei staining. Images were uploaded to the Columbus Analyzer and processed for high-content analysis using default settings for spot detection and intensity calculation.

### 4.6. Transcriptome Analysis

MDA-MB-231 cells from 10 cm dishes were harvested through scraping (for 2D) or spheroids collected (for 3D) using a wide-gauge pipette and subjected to RNA extraction via the RNeasy mini kit using the manufacturer’s instructions. Biological replicates of N = 3 were used for both sets of analyses, with N = 96 spheroids representing a single biological replicate for the 3D populations. RNA-sequencing was performed by Genewiz as paired-end 150 bp reads following poly-A selection to enrich mRNA transcripts. Paired-end FASTQ files were uploaded to Galaxy using the public server at usegalaxy.org (accessed on 7 April 2021) and aligned to hg38 using HISAT2. Transcripts were assembled and counted using htseq-count, and differential gene expression was evaluated with DESeq2 with default settings. Fold changes were assessed against the DMSO vehicle controls. Transcripts were annotated using the most current GENCODE release. Gene Ontology analysis was performed using g:Profiler at https://biit.cs.ut.ee/gprofiler/gost (accessed on 8 April 2021) by inputting the top 200 significant genes for each concentration of ZJ-101 and arranging them by descending order of significance [9]. Heatmaps and PCA plots were generated using ClustVis v1.0 at https://biit.cs.ut.ee/clustvis/ (accessed on 8 April 2021) [10].

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE231359 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231359 (accessed on 8 April 2021) [31].

### 4.7. Glycan Analysis

#### 4.7.1. Glycan Incorporation Assay

Briefly, 50 μM azido-modified sugars (Invitrogen) tetraacetylated N-azidoacetylglucosamine (GlcNAz), tetraacetylated N-azidoacetylgalactosamine (GalNAz), tetraacetylated N-azidoacetyl-D-mannosamine (ManNAz), and 100 μM alkynyl-fucose (Invitrogen) were added to 96-well plates in combination with the indicated doses of ZJ-101. Cells were then washed, fixed, and permeabilized prior to the click reaction. Copper-catalyzed click reactions were performed using the Click-iT Cell Reaction Buffer Kit (Invitrogen C10269) per the manufacturer’s instructions, containing 5 μM of either Fluor alkyne-647 (Invitrogen A10278) to label azido-incorporated sugars or Fluor Azide-488 to label incorporated alkynyl-fucose. Plates were washed five times before Hoechst counterstaining and imaging. Glycan incorporation was determined by the total intensity of each signal normalized to untreated control cells.

#### 4.7.2. Glycome Profiling

Glycomics profiling was performed by Creative Proteomics. N-glycans were prepared from fresh cell pellets washed with PBS, resuspended in 1 mL of lysis buffer, and sonicated (5 pulses of 10 s). Samples were then dialyzed in 50 mM ammonium bicarbonate for 24 h at 4 °C, with the buffer changed three times. Following dialysis, the samples were lyophilized. To the lyophilized powder, 1 mL of 2 mg/mL DTT was added, and the solution was incubated at 50 °C for 2 h. Briefly, 1 mL of a 12 mg/mL IAA (iodoacetamide, Sigma, St. Louis, MO, USA) solution was then added and incubated at RT in the dark for 2 h. The DTT and IAA-treated proteins were then dialyzed against 50 mM ammonium bicarbonate (Sigma) for 24 h at 4 °C. Samples were next resuspended in 1 mL of 500 µg/mL TPCK-treated trypsin (Sigma) solution and incubated at 37 °C overnight. The trypsin reaction mixture was purified over C18 Sep-Pak columns (Waters, Milford, MA, USA) by 1-propanol elution. Fractions containing peptides were pooled and lyophilized. The lyophilized peptides were resuspended in 200 µL of 50 mM ammonium bicarbonate, to which 3 µL of PNGaseF (New England Biolabs, Ipswich, MA, USA) was added for a 4 h incubation at 37 °C. Following this initial incubation, another 5 µL of PNGaseF was added for overnight incubation at 37 °C. The enzymatic reaction was stopped by the addition of two drops of 5% acetic acid, and the released N-glycans were purified over C18 Sep-Pak columns. Flow-through and 5% acetic acid washing fractions containing the released N-glycans were pooled and lyophilized and were subject to permethylation. For O-glycan analysis, the PNGaseF-treated glycopeptides were eluted from the C18 column with 1-propanol. The lyophilized eluted peptides were subjected to *O*-glycan preparation.

*O*-glycan-containing powder was solubilized by 400 µL of a sodium borohydride (Sigma-Aldrich) solution in 0.1 M NaOH (55 mg NaBH4/1 mL 0.1 M NaOH) and incubated overnight at 45 °C. The reaction was stopped by adding drops of pure acetic acid until the fizzing stopped. The samples were passed through a Dowex 50W X8 resin (Sigma-Aldrich) column, and the pooled fractions were dried by lyophilization. The lyophilized samples were next resuspended in 1 mL of an acetic acid:methanol solution (1:9 *v*/*v*) and co-evaporated under nitrogen flow. This step was repeated 3 more times, and the dried samples were resuspended in 200 μL of 50% methanol prior to being loaded onto the C18 Sep-Pak column. Free *O*-glycans were collected in the flow-through and 5% acetic acid wash fractions. These fractions were pooled, lyophilized, and subjected to permethylation.

Permethylation was performed as follows. Seven pellets of NaOH in 3 mL of DMSO were ground with a mortar and pestle. One milliliter of this slurry solution was added to the dry sample in a glass tube with a screw cap. Five hundred microliters of iodomethane was then added to the slurry and shaken at RT for ~30 min. After the reaction reaches completion, noting the formation of white solids, the cap is released slowly to relieve the gas pressure that has built up. One milliliter of MilliQ water was added to stop the reaction, and the sample was vortexed until all solids were dissolved. To the sample, 1 mL of chloroform and an additional 3 mL of MilliQ water were added with continuous vortexing to mix both phases. The samples were then centrifuged briefly to separate the chloroform and the water phases (~5000 rpm, <20 s). The aqueous top layer was discarded, and washing was repeated twice with the addition of 3 mL of MilliQ water. The chloroform fraction was then dried with a SpeedVac (~20–30 min). A C18 Spe-Pak (200 mg) column was prepared with methanol, MiliQ water, acetonitrile, and MilliQ water. The dry sample was resuspended with 200 µL of 50% methanol and loaded onto the column. The column is then washed with 2 mL of 15% acetonitrile and eluted into a clean glass tube with 3 mL of 50% acetonitrile. Finally, the eluted fraction was subjected to MS analysis.

MS data were acquired on a Bruker UltraFlex II MALDI-TOF mass spectrometer instrument (Bruker Scientific LLC, Billerica, MA, USA). Reflective positive mode was used, and data were usually recorded between 500 *m*/*z* and 6000 *m*/*z* for *N*-linked glycans and between 500 *m*/*z* and 4000 *m*/*z* for *O*-glycans. For each MS N- and *O*-glycan profile, the aggregation of 20,000 laser shots or more was considered for data extraction. Mass signals with a signal/noise ratio of at least 2 were considered, and only MS signals matching an *N*- and *O*-glycan composition were considered for further analysis and annotation. Subsequent MS post-data acquisition analysis was made using mMass [32].

### 4.8. Statistical Analysis

Statistical tests were performed on GraphPad Prism version 9.5. The normalized data from *n* = 3 independent experiments were analyzed for significance using the Brown–Forsythe and Welch one-way ANOVA. Statistical significance is set for * *p*  <  0.05, ** *p*  ≤  0.01, *** *p*  ≤  0.001.

## Figures and Tables

**Figure 1:**
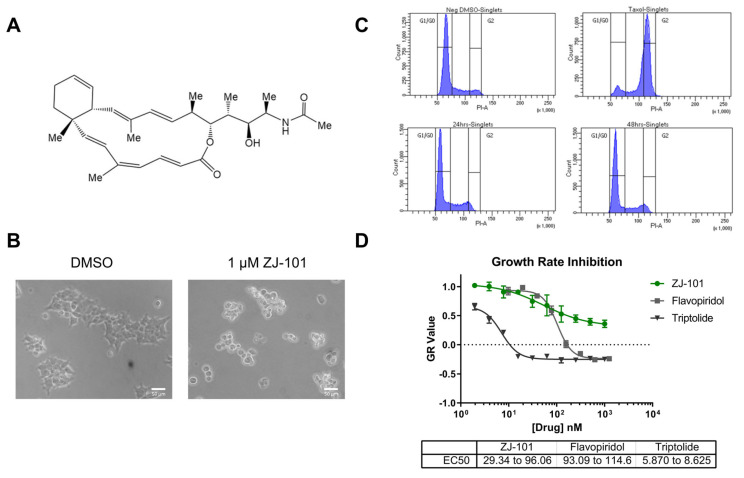
ZJ-101 is cytostatic and anti-adhesive. (**A**) Structure of ZJ-101. (**B**) Cell morphology after treatment with ZJ-101. (**C**) Cell cycle analysis via propidium iodide (PI) staining in MDA-MB-231 cells. Taxol utilized as a G2-phase block control. (**D**) Growth rate inhibition metrics assay (GR assay) determines that ZJ-101 is primarily cytostatic with an EC_50_ between 29 and 96 nM. when compared to known cytotoxic compounds.

**Figure 2:**
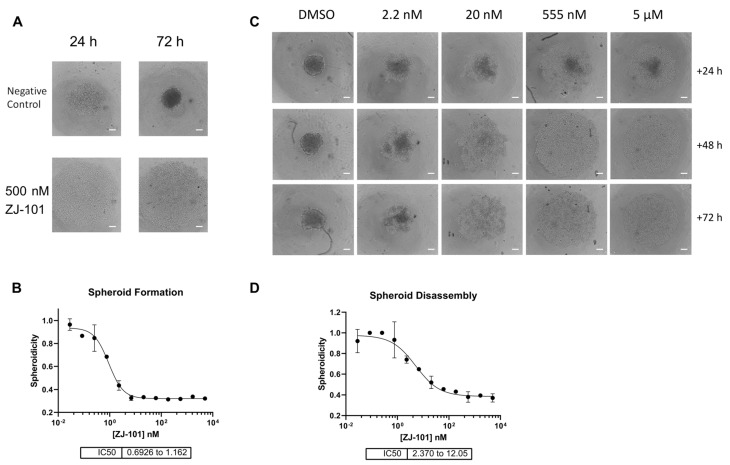
Three-dimensional cell adhesion is potently disrupted by ZJ-101. (**A**) MDA-MB-231 spheroid formation assay. Scale bar = 200 μm (**B**) Effect on spheroid formation is dose-dependent, with an IC_50_ of approximately 1 nM. (**C**) Representative images of pre-formed spheroids (72 h old), treated with ZJ-101 over the indicated times. (**D**) Effect on spheroid disassembly has an EC_50_ of approximately 5 nM.

**Figure 3:**
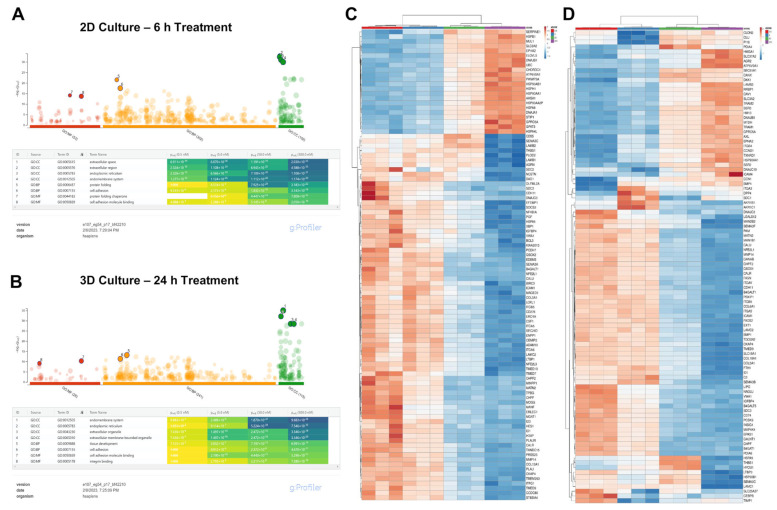
Endomembrane system genes differentially regulated independent of cellular context. (**A**) g:Profiler Gene Ontology (GO) term enrichment analysis after 6 h treatment of four ZJ-101 doses (0.5, 5.0, 50, 500 nM) in MDA-MB-231 cells cultured in 2D format (*n* = 3 biological replicates). The top significantly enriched GO terms from each category were selected and include the extracellular space, endoplasmic reticulum, and endomembrane system with increasing dose. Terms which do not reach significance at a particular dose are indicted by strikethrough (**B**) GO terms for 3D-cultured MDA-MB-231 cells (*n* = 3 biological replicates) treated with ZJ-101 for 24 h. (**C**) ClustVis heatmap for top differentially expressed genes after 6 h ZJ-101 dose–response in 2D-cultured MDA-MB-231 cells. (**D**) ClustVis heatmap for the 24 h ZJ-101 dose–response in 3D-cultured MDA-MB-231 cells.

**Figure 4:**
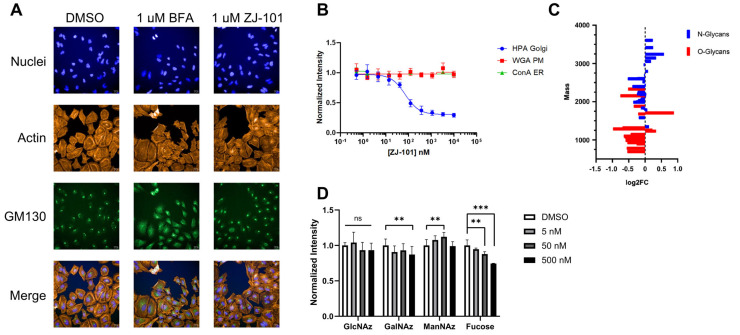
Golgi function is dysregulated by ZJ-101. (**A**) Golgi structure within HeLa cells, as visualized by GM130 immunofluorescence, is not altered by ZJ-101 treatment. Brefeldin A (BFA) has a dose-dependent effect on GM130 redistribution to the endoplasmic reticulum (ER) (*n* = 3). Scale bar: 20 µM. (**B**) Lectin staining imaging assay; helix pomatia agglutinin (HPA), wheat germ agglutinin (WGA), and concanavalin A (ConA). ZJ-101 selectively and dose-dependently decreases HPA staining intensity at 4 h of treatment. (*n* = 3). (**C**) Glycomics analysis sorted by mass for N- and O-glycans after 6 h treatment with 500 nM ZJ-101. Most N- and O-glycans are downregulated, notable high-molecular weight N-glycans and complex O-glycans are upregulated and noted in Table 1. (**D**) Glycan incorporation imaging assay performed using biorthogonal click chemistry of azide-modified glucosamine, galactosamine, mannosamine, and alkynyl-modified fucose. ZJ-101 treatment of 6 h results in significant decreases in alkynyl-Fuc and azido-GalNAc incorporation (*n* = 3). Data represent the mean ± SEM. n.s. = not significant, ** *p* ≤ 0.01, *** *p* ≤ 0.001.

**Figure 5:**
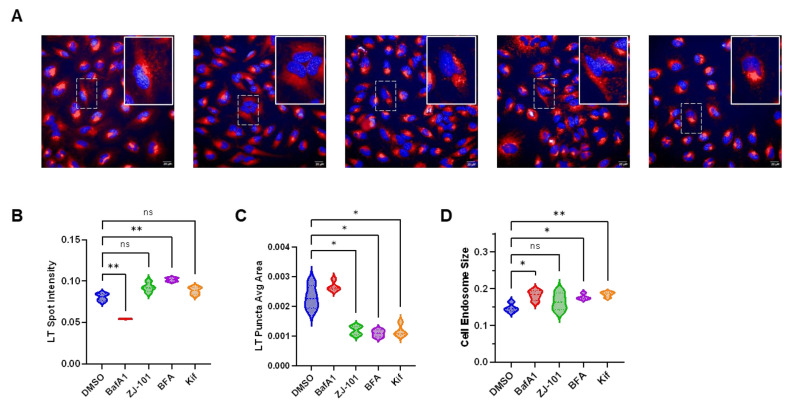
Endolysosomes are modulated by ZJ-101. (**A**) Representative images of lysotracker staining with LT dye in red, nuclei in blue. Cells were treated for 2 h with the following doses: 200 nM bafilomycin A1, 500 nM ZJ-101, 500 nM brefeldin A, 10 μM kifunensine. (**B**) LT spot intensity for each compound assessed. Bafilomycin A1 significantly decreases intensity relative to vehicle control. (**C**) LT puncta average size by area. Treatment with inhibitors of various endomembrane system components results in smaller than average LT puncta spot size, while cells treated with bafilomycin A1 do not have significantly changed LT puncta area relative to DMSO. (**D**) Total LT stained endolysosomal area within the cell. Small, but significant, increases in the total size of endolysosomal compartments are seen with brefeldin A, kifunensine, and bafilomycin A1. ZJ-101 treatment does not result in significant changes to overall endolysosomal area. n.s. =  not significant, * *p* < 0.05, ** *p* ≤ 0.01.

**Figure 6:**
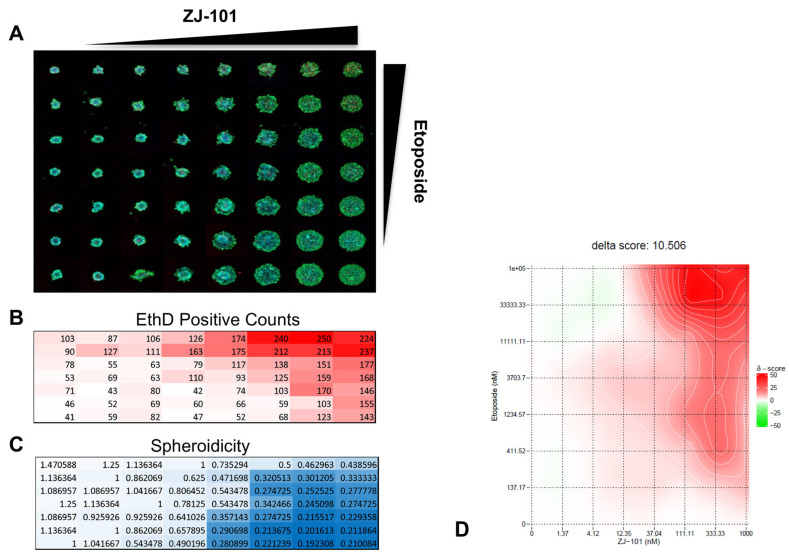
ZJ-101 reverses resistance to etoposide in combination with matrix spheroid assay. (**A**) Fluorescent live-cell images of MDA-MB-231 3D spheroid matrix of ZJ-101 and etoposide at 1:3 dilutions from their maximum concentrations of 1 μM and 100 μM respectively. (**B**) Ethidium homodimer (EthD) counts for each well shown. White–Red heatmap corresponds with increasing counts (**C**) Spheroidicity—the measurement of the diameter of each spheroid normalized to untreated wells. Lower spheroidicity indicates disruption of cell–cell adhesion caused by ZJ-101 treatment and is indicated by the White–Blue heatmap. (**D**) SynergyFinder graph of combinations of ZJ-101 and etoposide shows enhanced synergy above 10 μM etoposide. Green-Red heatmap of delta-scores indicate negative to positive regions of synergy respectively for all dose combination pairs.

**Table 1:** Upregulated glycans.

*N*-Linked Glycans			
Composition	Proposed Structure	Observed *m*/*z*	log2FC
Hex:6 HexNAc:5 NeuAc:2	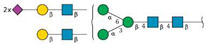	3241.6	0.579
Hex:7 HexNAc:6 Fuc:1	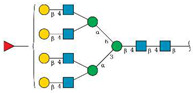	3142.6	0.341
Hex:6 HexNAc:5 Fuc:1 NeuAc:2	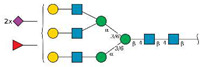	3415.7	0.249
Hex:6 HexNAc:5 NeuAc:3	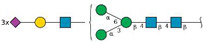	3602.8	0.241
Hex:6 HexNAc:5 Fuc:1 NeuAc:1	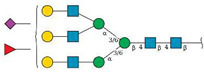	3054.5	0.183
***O*-Linked Glycans**			
**Composition**	**Proposed Structure**	**Observed *m*/*z***	**log2FC**
Hex:2 HexNAc:2 NeuAc:2	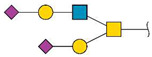	1705.9	0.883
Hex:2 HexNAc:3	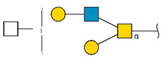	1228.6	0.338
Hex:1 HexNAc:1 NeuAc:2	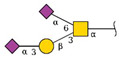	1256.6	0.229

## Data Availability

Data are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24119575/s1.

## References

[1] Kelly M. (2007). The Marine Fauna of New Zealand: Porifera: Lithistid Demospongiae (Rock Sponges).

[2] Sollas W.J. (1888). Report on the Tetractinellida Collected by H.M.S. Challenger, During the Years 1873–1876. Report on the Scientific Results of the Voyage of H.M.S. Challenger during the Years 1873–1876. Zoology.

[3] D’Auria M.V., Debitus C., Paloma L.G., Minale L., Zampella A. (1994). Superstolide A: A potent cytotoxic macrolide of a new type from the New Caledonian deep water marine sponge Neosiphonia superstes. J. Am. Chem. Soc..

[4] D’Auria M.V., Paloma L.G., Minale L., Zampella A., Debitus C. (1994). A novel cytotoxic macrolide, superstolide B, related to superstolide A, from the New Caledonian marine sponge Neosiphonia superstes. J. Nat. Prod..

[5] Chen L., Ahmed K.B.R., Huang P., Jin Z. (2013). Design, synthesis, and biological evaluation of truncated superstolide A. Angew. Chem. Int. Ed. Engl..

[6] Maiga-Wandiam B., Corbu A., Massiot G., Sautel F., Yu P., Lin B.W.-Y., Houk K.N., Cossy J. (2018). Intramolecular Diels-Alder Approaches to the Decalin Core of Verongidolide: The Origin of the exo-Selectivity, a DFT Analysis. J. Org. Chem..

[7] Hafner M., Niepel M., Chung M., Sorger P.K. (2016). Growth rate inhibition metrics correct for confounders in measuring sensitivity to cancer drugs. Nat. Methods.

[8] Benton G., DeGray G., Kleinman H.K., George J., Arnaoutova I. (2015). In Vitro Microtumors Provide a Physiologically Predictive Tool for Breast Cancer Therapeutic Screening. PLoS ONE.

[9] Raudvere U., Kolberg L., Kuzmin I., Arak T., Adler P., Peterson H., Vilo J. (2019). g:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res..

[10] Metsalu T., Vilo J. (2015). ClustVis: A web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. Nucleic Acids Res..

[11] Virtanen I. (1990). Helix pomatia agglutinin binds specifically to the Golgi apparatus in cultured human fibroblasts and reveals two Golgi apparatus-specific glycoproteins. Histochemistry.

[12] Sanchez J.-F., Lescar J., Chazalet V., Audfray A., Gagnon J., Alvarez R., Breton C., Imberty A., Mitchell E.P. (2006). Biochemical and structural analysis of Helix pomatia agglutinin. A hexameric lectin with a novel fold. J. Biol. Chem..

[13] Lodge E.K., Bell J.D., Roloff E.M., Hamilton K.E., Louters L.L., Looyenga B.D. (2020). Pharmacologic inhibition of N-linked glycan trimming with kifunensine disrupts GLUT1 trafficking and glucose uptake. Biochimie.

[14] Fujiwara T., Oda K., Yokota S., Takatsuki A., Ikehara Y. (1988). Brefeldin A causes disassembly of the Golgi complex and accumulation of secretory proteins in the endoplasmic reticulum. J. Biol. Chem..

[15] Bowman E.J., Siebers A., Altendorf K. (1988). Bafilomycins: A class of inhibitors of membrane ATPases from microorganisms, animal cells, and plant cells. Proc. Natl. Acad. Sci. USA.

[16] Zheng S., Wang W., Aldahdooh J., Malyutina A., Shadbahr T., Tanoli Z., Pessia A., Tang J. (2022). SynergyFinder Plus: Toward Better Interpretation and Annotation of Drug Combination Screening Datasets. Genom. Proteom. Bioinform..

[17] Paoli P., Giannoni E., Chiarugi P. (2013). Anoikis molecular pathways and its role in cancer progression. Biochim. Biophys. Acta.

[18] Waldman T., Kinzler K.W., Vogelstein B. (1995). p21 is necessary for the p53-mediated G1 arrest in human cancer cells. Cancer Res..

[19] Niu T.K., Pfeifer A.C., Lippincott-Schwartz J., Jackson C.L. (2005). Dynamics of GBF1, a Brefeldin A-sensitive Arf1 exchange factor at the Golgi. Mol. Biol. Cell.

[20] Anelli T., Sitia R. (2008). Protein quality control in the early secretory pathway. EMBO J..

[21] Wandall H.H., Nielsen M.A.I., King-Smith S., de Haan N., Bagdonaite I. (2021). Global functions of O-glycosylation: Promises and challenges in O-glycobiology. FEBS J..

[22] Rabouille C., Hui N., Hunte F., Kieckbusch R., Berger E.G., Warren G., Nilsson T. (1995). Mapping the distribution of Golgi enzymes involved in the construction of complex oligosaccharides. J. Cell Sci..

[23] Kitano M., Kizuka Y., Sobajima T., Nakano M., Nakajima K., Misaki R., Itoyama S., Harada Y., Harada A., Myioshi E. (2021). Rab11-mediated post-Golgi transport of the sialyltransferase ST3GAL4 suggests a new mechanism for regulating glycosylation. J. Biol. Chem..

[24] Rebucci M., Michiels C. (2013). Molecular aspects of cancer cell resistance to chemotherapy. Biochem. Pharmacol..

[25] Bukowski K., Kchiuk M., Kontek R. (2020). Mechanisms of Multidrug Resistance in Cancer Chemotherapy. Int. J. Mol. Sci..

[26] Zhang X., Hofmann S., Harbeck N., Jeschke U., Sixou S. (2017). Impact of Etoposide on BRCA1 Expression in Various Breast Cancer Cell Lines. Drugs R D.

[27] Lovitt C.J., Shelper T.B., Avery V.M. (2018). Doxorubicin resistance in breast cancer cells is mediated by extracellular matrix proteins. BMC Cancer.

[28] Yadav B., Wennerberg K., Aittokallio T., Tang J. (2015). Searching for Drug Synergy in Complex Dose-Response Landscapes Using an Interaction Potency Model. Comput. Struct. Biotechnol. J..

[29] Hussein N.A., Malla S., Pasternak M.A., Terrero D., Brown N.G., Ashby C.R., Assaraf Y.G., Chen Z.-S., Tiwari A.K. (2021). The role of endolysosomal trafficking in anticancer drug resistance. Drug Resist. Updates.

[30] Sorensen D.M., Büll C., Madsen T.D., Lira-Navarette E., Clausen T.M., Clark A.E., Garretson A.F., Karlsson R., Pijnenborg J.F.A., Yin X. (2023). Identification of global inhibitors of cellular glycosylation. Nat. Commun..

[31] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[32] Strohalm M., Kavan D., Novák P., Volný M., Havlícek V. (2010). mMass 3: A cross-platform software environment for precise analysis of mass spectrometric data. Anal. Chem..

How the deposited data were processed for this re-analysis (not part of the article)

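RNA from MDA-MB-231 cells in 2D culture, treated for 6 h with DMSO or with 0.5, 5, 50 or 500 nM ZJ-101, was measured in 15 libraries, 3 per group. The 24 h experiment on 3D spheroids, the imaging assays and the glycan analysis were not analysed here. The signal values were made by the authors, who aligned paired reads from poly-A RNA to hg38 with HISAT2, counted them per gene with htseq-count and divided the counts of each library by its DESeq2 size factor. The paper's text does not name the strandedness, the tool versions or the number of the GENCODE release. The values used here are these normalized counts, which are counts divided by size factors, for 59608 genes. 1 line that holds the doses and no gene was left out. Whole reads were recovered from each library's smallest step. The largest distance of a value from a whole read was 4.34e-05. Size factors lay between 0.916 and 1.13. Recovered reads on genes ranged from 12415519 to 15284762 per library with a median of 13320354, and mitochondrial genes took between 0.889% and 2.06% of them. Within a group, pairs of replicates differed by a chi-square per degree of freedom of 2.06 to 16.8, where sampling noise alone gives 1, so no pair was a duplicate.

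The main test was limma on log2(normalized count + 1) with a trend of the variance on the mean, for the 13561 genes with a mean of at least 10 over all libraries. The 5 groups entered 1 fit with 10 residual degrees of freedom, each dose was compared with DMSO, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A separate fit tested the slope on the rank of the dose. These choices, the gene lists and the alternatives were set before the data were examined, apart from 2 alternatives that are named as later ones. The test was run on simulated data of this design with 197 changed genes among 13499. It recovered 184 of them at 500 nM with 12 false calls and 0 calls in the wrong direction, and 187 by the slope with 7 false calls. The simulated changes were at least 1 on the log2 scale at 500 nM, so the recovery of smaller changes was not tested.

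Lists of genes were tested with limma's camera with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 16 lists. The lists were written from general knowledge after the paper and its Figure 3 had been read, so they hold genes that the paper picked from these libraries. They were heat-shock genes, UPR target genes of the ER, ATF4 target genes, integrins, extracellular matrix, cell-cell adhesion, O-glycosylation, N-glycosylation, galactosyltransferases, V-type ATPase, Hsp40, coat proteins and cargo receptors, cholesterol synthesis, lysosome, S phase and G2/M phase. Hsp40 shares 4 tested genes with the heat-shock list and 4 with the UPR list. Over-representation among the 200 genes with the smallest p was tested with a one-sided Fisher's exact test. The paper used g:Profiler with GO terms for this step, which was not repeated here.

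Genes are named by a rule set with the other choices. It takes every gene that the paper names for the transcriptome, the 5 with the largest rise and the 5 with the largest fall at 500 nM among genes past the threshold with libraries that do not overlap those of DMSO, up to 3 rises and 3 falls in each list, and the 3 genes with the smallest p at each dose. This rule gave 92 genes, of which 1 is not reported here.

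Positions, transcript lengths, GC content and exon overlaps were taken from GENCODE release 44 on GRCh38. A copy is an alignment of at least 90% of a transcript with at least 99% identity on 1 of 261 alternate contigs, or a gene of the same name on chromosomes X and Y. Of the tested genes, 188 had a copy and 287 had over 50% of their exon bases inside another gene. A near-identical gene is one whose transcript covers at least 50% of a named gene's transcript with at least 95% identity. This search was added after the results had been seen, and the rule for chromosomes X and Y was corrected after a first result for the copies.

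Alternatives were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, the replicate number as a block, TMM scaling and the same total per library, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, each library left out, an adjusted p under 0.1, an absolute log2 fold change of at least 1 or a slope of at least 0.25, the 6 libraries of a dose and DMSO alone, the slope over the 12 treated libraries, camera with an estimated correlation, fry, and the 100 or 500 genes with the smallest p. Added later were the removal of each library's trend on transcript length and GC content, fitted with splines of 4 degrees of freedom each, and the omission of genes with copies or overlaps. Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, minimap2 2.31-r1302 and bedtools 2.31.1.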

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

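The tests on transcript length and GC content, on copies and overlaps and on the scaling were added only after the results at each dose had been seen, and the other tests in this part were set earlier. The paper's text does not discuss the transcripts of the following 3 lists, and each list differed from DMSO at 500 nM. By DNA staining at later times, the paper reports no meaningful change of cell cycle phases in MDA-MB-231 cells. For stained lysosomes of HeLa cells, it reports a smaller puncta area at unchanged intensity. Neither assay measured RNA. Regrouping the 6 libraries of DMSO and 500 nM gave as many lists past the threshold in 1 of 10 splits, the real one, and the largest other split gave 8 of 16 lists. Each other split mixes both groups but keeps part of their difference, so its lists do not show what chance alone gives. With 10 splits, chance cannot be excluded.

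Coat proteins and cargo receptors of the early secretory pathway were lower. Of 39 tested genes, 23 fell and 0 rose with limma, edgeR and DESeq2 alike (25 fell and 0 rose at an unadjusted p under 0.05, and also adjusted over the list alone), and the median log2 fold change was -0.17 (adjusted p = 6.469e-12, limma camera). SEC24D fell from 1224 ± 43.3 to 521 ± 26.5 normalized counts (SD, n = 3 each), a log2 fold change of -1.23, and TMED7, which shares 20.0% of its exon bases with another gene, and TMED9 fell by 0.79 and 0.77 on the log2 scale. The tables argue against transcript length and GC content, a shift of the DMSO libraries, and copies or overlaps as technical explanations. The list passed with the trend on transcript length and GC content removed (adjusted p = 5.065e-12). A shift of the DMSO libraries alone is argued against by the trend with the dose among the 12 treated libraries (adjusted p = 3.049e-10), and 0 members had a copy or mostly overlapped another gene. The list also passed with the correlation estimated from the data (adjusted p = 0.0012). The median of the other tested genes was 0.0031, but the size factors hold it near 0, so it cannot test the scaling. The scaling moves all genes of a library alike, so it would not set the list apart from the other genes. Whether the list fell in absolute terms is not decided by this. An effect of ZJ-101 on these genes is a candidate explanation, found and tested on the same libraries, and mislabelling or RNA from other cells was not tested.

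Lysosomal genes were lower as well. Of 33 tested genes, 17 fell and 4 rose, and adjusted over the list alone 21 fell and 4 rose, with a median of -0.19 (adjusted p = 3.952e-07, limma camera). NAGLU, SGSH and GLB1 had the largest falls, at -1.05, -0.88 and -0.54, and NPC1, SQSTM1 and MCOLN1 the largest rises, at 0.37, 0.29 and 0.29, of which SQSTM1 shares 22.4% of its exon bases with another gene. The trend on transcript length and GC content (adjusted p = 4.051e-07 after its removal) and copies or overlaps (0 members) are argued against as the cause. The median of the other tested genes (0.0029) is held near 0 by the size factors, so it cannot test the scaling. A factor common to a library would not set the list apart from the other genes, but the absolute fall stays undecided. A shift of the DMSO libraries stays open for the lysosomal genes. These genes were lower than DMSO at each dose, with a median of -0.11 at 0.5 nM (adjusted p = 3.3e-05, limma camera, but 0.29 with the correlation estimated from the data), and their trend among the 12 treated libraries did not pass (adjusted p = 0.05408), so a shift of the controls and an effect present from the lowest dose cannot be told apart. The list did not pass with the correlation estimated from the data (adjusted p = 0.0923).

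S-phase genes were slightly higher. Of 35 tested genes, 4 rose and 0 fell with limma, 3 rose and 0 fell with edgeR, 4 rose and 0 fell with DESeq2, and 12 rose and 0 fell at an unadjusted p under 0.05. Adjusted over the list alone 2 rose and 0 fell. The median was 0.08 (adjusted p = 0.002444, limma camera), and UHRF1, CDCA7 and CLSPN are among the genes that rose, by 0.25, 0.31 and 0.21. CLSPN no longer passed in 9 of the 15 fits that left out 1 library, namely those without DMSO replicate 1, 2 or 3, 0.5 nM replicate 1, 50 nM replicate 1 or 3, or 500 nM replicate 1, 2 or 3 (adjusted p of 0.17 at most). It also no longer passed with edgeR (adjusted p = 0.05033), with no filter on low genes (adjusted p = 0.08796) and with the trend on transcript length and GC content removed (adjusted p = 0.1283). The list as a whole passed with that trend removed (adjusted p = 0.002623) and as a trend among the 12 treated libraries (adjusted p = 0.009891), and 0 members had a copy or mostly overlapped another gene. The other tested genes had a median of 0.0023, but the size factors hold it near 0, so it cannot test the scaling. A factor common to a library would not set the list apart from the other genes, but the absolute rise stays undecided. With the correlation estimated from the data the list did not pass (adjusted p = 0.3114). Correlated variation of the S-phase genes between libraries could therefore account for the result, and an effect of ZJ-101 stays open as well.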

How the results depend on the processing

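The removal of the trend on transcript length and GC content and the omission of genes with copies or overlaps were chosen only after the results had been seen. All other alternatives in this part were set earlier. No result reversed its direction past the threshold. Of 2388 values of the 92 named genes under their alternatives, 2316 kept their direction and side of the threshold, 70 no longer passed and 2 passed that had not. Where no cause is given, the cause was not tested.

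Numbers of genes depended on single libraries at the lower doses. With 1 library left out, they ranged from 19 (without DMSO replicate 1) to 388 (without 0.5 nM replicate 3) at 0.5 nM, from 113 (without DMSO replicate 1) to 623 (without 0.5 nM replicate 2) at 5 nM, from 560 (without 50 nM replicate 1) to 1277 (without 0.5 nM replicate 2) at 50 nM, from 1796 to 3098 at 500 nM and from 1783 to 2689 for the slope. At 0.5 nM, 25 and 39 genes passed without DMSO replicate 2 or 3 and 84 without 0.5 nM replicate 1. At 5 nM, 131 and 147 passed without DMSO replicate 2 or 3, and 137 and 121 without 5 nM replicate 1 or 2. A group with 1 library fewer has less power by construction. A library whose omission raises the counts of other doses acts through the shared estimate of the spread.

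With the trend on transcript length and GC content removed, 248, 473 and 1232 genes passed at 0.5, 5 and 50 nM. At an adjusted p under 0.1, 285 and 497 passed at 0.5 and 5 nM. An absolute log2 fold change of at least 1 left 6, 7, 34 and 119 genes from the lowest to the highest dose, and a slope of at least 0.25 left 109, both by construction. With only the 6 libraries of the dose and DMSO, 21 genes passed at 0.5 nM and 846 at 5 nM. On the recovered reads, edgeR called 135, 326, 820 and 2432 genes and DESeq2 235, 352, 833 and 2210, all within 1.5 times the main counts.

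Over single libraries, the numbers of lists among the 200 genes ranged from 2 to 5 at 0.5 nM, where the 2 came without 0.5 nM replicate 1, from 4 to 6 at 5 nM, from 8 to 12 at 50 nM and from 7 to 10 at 500 nM. The 100 genes with the smallest p gave 2 lists at 0.5 nM and 1 at 5 nM, the 500 with the smallest p gave 13 at 50 nM, and removal of the trend on transcript length and GC content gave 2 at 0.5 nM and 3 at 5 nM.

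At 500 nM, the number of lists past the threshold was 5 with an estimated correlation and 15 with fry, and 9 in each fit that left out 1 library. With an estimated correlation, integrins (adjusted p = 0.2061), extracellular matrix (0.08241), lysosome (0.0923) and S phase (0.3114) no longer passed. Under fry, which asks whether a list changed at all, ATF4 targets (0.00273), cell-cell adhesion (0.004183), N-glycosylation (0.0002028), V-type ATPase (0.03535), Hsp40 (0.004183) and cholesterol (0.03535) passed. On the recovered reads, ATF4 targets passed with edgeR (0.0286) and DESeq2 (0.01314), as did cell-cell adhesion (0.02379 and 0.01231). With no filter on low genes, N-glycosylation (0.03993), cholesterol (0.04701) and G2/M phase (0.03993) passed. Heat-shock genes, UPR target genes of the ER, O-glycosylation, galactosyltransferases and coat proteins with cargo receptors passed under each of their 28 alternatives.

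Replicate numbers did not pair the libraries. Residuals of libraries with the same number in different groups had a mean correlation across genes of 0.0069, and 0 of 30 such pairs were above 0.1. With the replicate number as a block, 2506 genes passed at 500 nM.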

Differences from the paper's values

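No test in this part was chosen after the result was seen. The paper states that various members of the Hsp40 family, with DNAJB9 as the example, are upregulated in both culture formats. In 2D culture DNAJB9 was lower at 500 nM, with a log2 fold change of -0.42 (adjusted p = 0.001265, limma with Benjamini-Hochberg adjustment). Of 26 alternatives 0 called it higher, and its log2 fold change stayed between -0.51 and -0.35. At 0.5, 5 and 50 nM it did not pass the threshold in either direction. Various other Hsp40 genes rose, as the paper states. Of 36 tested, 5 rose at 500 nM, DNAJB1, DNAJA1 and DNAJB4 among them, and 5 fell. The other 13 of the 14 genes that the paper names changed in its stated direction and passed the threshold at 500 nM, HSP90AA1 (1.20) among them.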

Other observations

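The tests on sets of contigs, on length and size of 0.5 nM replicate 2, on a shift of DMSO for the genes changed at 0.5 nM and on the ATF4 targets were chosen only after the results had been seen, as was the removal of the trend on transcript length and GC content. The other tests in this part were set before they were run. The limits that pick the genes with a large spread between replicates were chosen after the spread had been looked at with a lower limit, and before any copy was sought. The rule for genes on both sex chromosomes was corrected after a first result for the copies had been seen, which raised the number of these genes with a copy.

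Regrouping the libraries tested whether chance can be excluded. For the genes changed at 0.5, 5, 50 and 500 nM and for the lists among the 200 genes at each dose, 1 of 10 splits of the 6 libraries gave a result as large, the real one. The largest other split gave 1 gene at each dose and 0, 1, 1 and 0 lists, but from 10 splits alone chance cannot be excluded. These other splits also keep part of the difference between the dose and DMSO, so they are not free of an effect. For the slope on the dose, 1 of 100 assignments of the 15 libraries to doses gave as many genes, the real one, and the largest other gave 270 genes, so chance can be excluded. Of the genes with this slope, 2017 are also among the 2409 that changed at 500 nM.

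Of 8491 genes with a mean of at least 200 normalized counts, 21 had a standard deviation within groups over 0.5 on the log2 scale. LY6E, chosen after its values were seen, ranged from 65.2 to 906 normalized counts among the 500 nM replicates. The paper does not report such genes. Among the 21, 71.43% (15 genes) had a near-identical copy on an alternate contig or on both sex chromosomes, against 0.21% (18 genes) of the 8470 others (Fisher's exact test, p = 8.564e-34). The share mostly inside the exons of another gene was 4.76% against 0.92% (Fisher's exact test, p = 0.1784), which argues against overlap as the main source. If the libraries had been counted against different sets of contigs, these genes would be high in the same libraries, but their deviations had a mean correlation of 0.0518, below the highest value of 1000 shuffles within groups (0.143). Reads that align equally well to a gene and its copy are a candidate explanation for the 15 genes. It leaves 6 without a copy, namely TXNDC5, DHFRP1, MT-ATP6, MT-ND2, MTND2P28 and MTATP6P1, of which TXNDC5 overlaps another gene. A difference between single dishes stays open for these.

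The 0.5 nM replicate 2 stood apart from its group, with a median absolute deviation from the other 2 libraries of 0.141 on the log2 scale, against 0.051 to 0.0836 in the libraries of the other groups. Its deviation followed transcript length, with a Spearman rho across genes of -0.6569, where the largest absolute value in the 12 libraries of the other groups was 0.380. In the other 2 libraries of its group rho was 0.4734 and 0.5312, but each was compared with a mean that includes replicate 2. Compared with each other, replicates 1 and 3 had a rho of -0.159, against 0.6368 and -0.6302 for replicate 1 less 2 and 2 less 3. The 13605345 reads of replicate 2 lay inside the range of the others, which argues against library size. A bias on transcript length in this library is therefore a candidate explanation. What produced it, in the dish or in the library, was not tested.

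The genes changed at 0.5 nM were weighed against technical explanations. With the trend on transcript length and GC content removed, 129 of the 159 genes still passed in the same direction, which argues against that trend as the cause for these. For the other 30 it stays open, and 2 of these have no annotated transcript, so that the trend could not be removed for them. In all, 248 genes then passed, and 2 lists in place of 4 were over-represented among the 200 genes with the smallest p. In the direction seen at 0.5 nM, these 159 genes had a median log2 effect of 0.340 at 0.5 nM, 0.290 at 5 nM, 0.1252 at 50 nM and 0.260 at 500 nM. A shift common to all doses would come from the DMSO libraries, and a shift together with effects of the doses cannot be told apart from effects of the doses alone, since every comparison uses the same DMSO libraries. MAL2 is an example. It fell to -0.53 at 0.5 nM and at 5 nM, was at -0.02 at 50 nM and at -0.33 at 500 nM. IL1B was at 0.66, 0.71, 0.18 and 0.74 at these doses.

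SLC3A2, the gene with the smallest p among those that rose at 500 nM, is a target of ATF4, so a wider response of ATF4 targets was tested. Without SLC3A2, the other 31 tested genes of that list did not rise as a set (limma camera, unadjusted p = 0.5055). Of these genes 5 rose and 4 fell, and their median was 0.01. ATF4, ATF3, DDIT3, TRIB3 and CHAC1 did not pass the threshold. SLC7A5 and SLC7A11, whose proteins pair with that of SLC3A2, rose by 0.62 and 0.43. A median near 0 over genes that go both ways decides nothing, so the ATF4 response stays open as an explanation for SLC3A2.

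Of 26 tested genes of cholesterol synthesis, 3 rose and 4 fell at 500 nM, and adjusted over the list alone 3 rose and 5 fell. The list did not pass at that dose (median -0.05, adjusted p = 0.21, limma camera) but was lower at 0.5 and 5 nM (medians -0.08 and -0.12, adjusted p = 0.0038 and 4.0e-06, limma camera). With the correlation estimated from the data it passed at neither of these doses (adjusted p = 0.29 and 0.073), and under fry at both (adjusted p = 0.045 and 0.0059). Of 36 tested genes of G2/M phase, 3 fell and 0 rose with limma (8 fell and 0 rose at an unadjusted p under 0.05, 3 fell and 0 rose with edgeR, 2 fell and 0 rose with DESeq2), and adjusted over the list alone 3 fell and 0 rose, with a median of -0.04 (adjusted p = 0.18, limma camera). At 50 nM this list was lower (median -0.06, adjusted p = 0.0013, limma camera), also under fry (adjusted p = 0.020) but not with the estimated correlation (adjusted p = 0.28). No explanation was tested for either list.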
